# Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line

**DOI:** 10.1186/s12864-017-3635-4

**Published:** 2017-03-23

**Authors:** Sakshi Dhingra Batra, Malobi Nandi, Kriti Sikri, Jaya Sivaswami Tyagi

**Keywords:** Vitamin C, THP-1, Macrophages, Microarray, Gene expression

## Abstract

**Background:**

Vitamin C (vit C) is an essential dietary nutrient, which is a potent antioxidant, a free radical scavenger and functions as a cofactor in many enzymatic reactions. Vit C is also considered to enhance the immune effector function of macrophages, which are regarded to be the first line of defence in response to any pathogen. The THP-1 cell line is widely used for studying macrophage functions and for analyzing host cell-pathogen interactions.

**Results:**

We performed a genome-wide temporal gene expression and functional enrichment analysis of THP-1 cells treated with 100 μM of vit C, a physiologically relevant concentration of the vitamin. Modulatory effects of vitamin C on THP-1 cells were revealed by differential expression of genes starting from 8 h onwards. The number of differentially expressed genes peaked at the earliest time-point *i.e.* 8 h followed by temporal decline till 96 h. Further, functional enrichment analysis based on statistically stringent criteria revealed a gamut of functional responses, namely, ‘Regulation of gene expression’, ‘Signal transduction’, ‘Cell cycle’, ‘Immune system process’, ‘cAMP metabolic process’, ‘Cholesterol transport’ and ‘Ion homeostasis’. A comparative analysis of vit C-mediated modulation of gene expression data in THP-1cells and human skin fibroblasts disclosed an overlap in certain functional processes such as ‘Regulation of transcription’, ‘Cell cycle’ and ‘Extracellular matrix organization’, and THP-1 specific responses, namely, ‘Regulation of gene expression’ and ‘Ion homeostasis’. It was noteworthy that vit C modulated the ‘Immune system’ process throughout the time-course.

**Conclusions:**

This study reveals the genome-wide effects of physiological levels of vit C on THP-1 gene expression. The multitude of effects impacted by vit C in macrophages highlights its role in maintaining homeostasis of several cellular functions. This study provides a rational basis for the use of the Vitamin C- THP-1 cell model, to study biochemical and cellular responses to stresses, including infection with *M. tuberculosis* and other intracellular pathogens.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3635-4) contains supplementary material, which is available to authorized users.

## Background

Human leukocytes and cultured cells of leukocyte origin can accumulate vitamin C (vit C) to millimolar concentrations, which is significantly above that in circulating blood where it is estimated to be in the range of about 50-100 μM, and of this at least 95% is in the reduced form [1–4]. Vit C is accumulated in mammalian cells by two types of transporters, namely, sodium-ascorbate co-transporters (SVCTs) for active transport of the reduced form and hexose transporters (GLUTs) for taking up the oxidized form, dehydroascorbate (DHA) [5]. Activated THP-1 cells rapidly accumulate vit C to millimolar concentrations, similar to activated RAW264.7 murine macrophages [6, 7]. Ascorbate is a cytosolic antioxidant and free radical scavenger that operates in concert with lipid-soluble membrane antioxidants, such asα-tocopherol or carotene, and may increase the ability of cells to cope with reactive oxygen metabolites generated by their activated phagocytic apparatus [8, 9]. Vit C also functions as a cofactor for enzymes involved in the biosynthesis of collagen [10, 11] and norepinephrine [12], and in the amidation of hormones [13]. Several studies have described that adequate circulating levels of vit C are consistent with a decreased risk of varied disease pathologies, such as stroke [14] or cardiovascular disease [15]. In this context, vit C supplementation has been reported to provide symptomatic relief and to enhance the expression of specific immune response markers [16]. It is noteworthy that most of the studies addressing the effects of vit C at optimum levels (70 μmol/l) on human health considered its supplementation together with other nutrients (usually zinc or within a multivitamin–multimineral formula), whilst a real understanding of its mechanism of action would possibly require its supplementation as a single component [17].

Mycobacteria-macrophage interactions have been characterized in primary as well as in vitro-differentiated cells to mimic the events that are considered to occur in vivo, namely, the entry and intracellular residence of *Mycobacterium tuberculosis* (Mtb) within alveolar macrophages [18–20]. Macrophage-like cell lines of human origin are considered as good models for in vitro-differentiated monocyte-derived macrophages [21]; moreover, they have the advantages of no donor variability of macrophage function, large numbers of cells can be grown reproducibly, cells can be studied at different stages (resting versus activated) and the cells closely model alveolar macrophages for processing of intracellular pathogens, for example Mtb-induced apoptosis [22]. Importantly, the human acute monocytic leukemia cell line, THP-1, develops macrophage functions following the addition of stimulators such as Phorbol myristate acetate (PMA) [23]. These differentiated THP-1 cells showed remarkable phenotypic changes *e.g.*, increased phagocytic activity and HLA-DR expression, increased complement receptor, Fc**γ**RI and Fc**γ**RII expression [24], CD11b, and CD14 [24, 25], indicating their similarity but not identity with mature human macrophages. THP-1 cells were found to be a suitable ex vivo infection model for studying Mtb-host interactions and anti-mycobacterials’ action on intracellular bacteria and yielded results comparable to that obtained using monocyte-derived macrophages (MDMs) [21].

We have reported earlier that tubercle bacilli treated with vit C develop an isoniazid-tolerant phenotype that is considered to be an indicator of bacterial dormancy. The vit C-induced drug tolerant response occurred in vitro as well as in infected THP-1 cells [26]. In view of the ability of vit C to induce a ‘dormant’ phenotype in Mtb, a temporal transcriptome profiling study of baseline gene expression to assess the response of THP-1 cells to vit C was undertaken. It was expected that such an analysis would pave the way for utilizing the vit C-based THP-1 infection model to study interactions of host cells with ‘dormant’ Mtb.

## Methods

### Cell culture conditions

THP-1 cells were grown to confluency in complete RPMI 1640 (Sigma-Aldrich^®^) medium (c-RPMI) supplemented with 2 mM glutamine, HEPES and sodium bicarbonate with 10% fetal bovine serum (HyClone™) and 1× Penicillin-Streptomycin solution (Sigma-Aldrich^®^) in 5% CO_2_, at 37 °C. Cell viability was checked by Trypan Blue exclusion and 99% viable cultures were used for gene expression studies.

### Gene expression analysis

Approximately, 8 × 10^6^ THP-1 cells were seeded per T-75 cm^2^ flask/20 ml c-RPMI in triplicate. Following differentiation with 30 nM phorbol myristate acetate (PMA) for 16–18 h, fresh c-RPMI was added and the cells were rested for 2–3 h. Subsequently, vit C (100 μM, Sigma-Aldrich^®^) was added to the treated flasks and not in the untreated (UT, control) flasks. At specified time-points (8, 24, 48 and 96 h) cells were harvested (vit C-treated and control flasks), the cell pellet was re-suspended in 1 ml TRI reagent (Molecular Research Center, USA) and stored at -80 °C for the isolation of RNA.

### RNA isolation and microarray analysis

Briefly, 1/10th volume of bromochloropropane (Molecular Research Center, USA) was added to thawed THP-1 lysates, vigorously shaken for 10 s and incubated for 10 min at room temperature. The samples were centrifuged at 12,000 rpm for 15 min at 4 °C. Precipitation was carried out in the presence of 1/100th volume of polyacryl carrier and isopropanol (0.6 volumes, for 30 min), centrifuged (12,000 rpm, 4 °C for 15 min), washed with 75% ethanol and then air-dried. Total RNA was dissolved in 100 μl of DEPC-treated water. Ten μg of total RNA was subjected to microarray analysis.

A total of 24 RNA samples (3 biological replicates per condition) were analyzed for RNA integrity and 19 samples, whose RIN (RNA integrity number) was ≥7, were processed for microarray analysis (Fig. 1a). The samples were labeled using Agilent Quick Amp Kit. Briefly, 500 ng of total RNA was reverse transcribed using oligodT primer tagged to T7 promoter sequence. cDNA thus obtained was converted to double stranded cDNA and to cRNA in the in-vitro transcription step using T7 RNA polymerase enzyme. Cy3 dye was added into the reaction mix. cRNA was cleaned up using Qiagen RNeasy columns. Samples that passed the QC for specific activity were taken for hybridization. Labeled cRNA (600 ng) was hybridized to Human Whole Genome 8 × 60 K Array (Agilent Technologies AMADID: 027114) using the Agilent Gene Expression Hybridization kit at 65 °C for 16 h. The hybridized slides were washed and scanned on G2505C scanner. Data extraction from Images was done using Feature Extraction software Version 10.7 of Agilent Technologies.

**Fig. 1:**
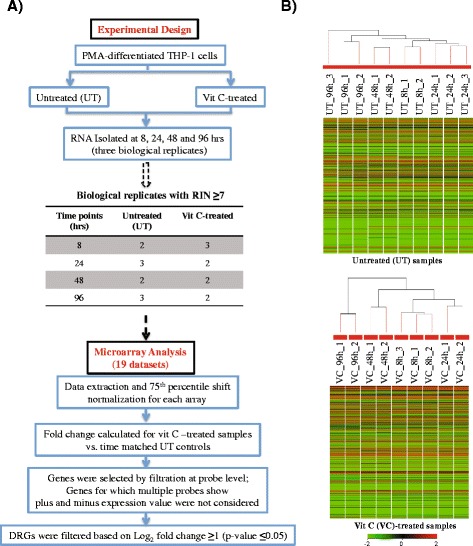
Microarray experimental and analysis details. **a** Flow plan for Experimental design and Microarray analysis, RIN indicates RNA Integrity number **b** Hierarchical clustering of log_2_ transformed 75th percentile normalized values for untreated (UT) samples and vit C-treated samples (VC) are shown, indicating the replicate confidence

### Microarray data processing and analysis

A plan of the microarray analysis is shown in Fig. 1a. Raw signal data from 19 expression arrays were log base 2-transformed and processed by 75th percentile shift normalization using the GeneSpring GX software (Agilent Technologies) as described [27–29]. Further, the robustness of data among the biological replicates for both untreated (UT) and vit C-treated samples was analyzed by hierarchical clustering (Fig. 1b). Next, expression fold change with *p*-values (student t-test) of all vit C treated conditions was calculated with respect to their time-matched untreated (UT) controls. Genes for analysis were selected by filtration at probe level. If there were multiple probes for the same gene, and they showed similar fold expression values (*i.e.* either all positives or all negatives), then the gene was selected for analysis, and where different probes for the same gene showed opposite fold expression values (positive and negative), that gene was removed from the analysis. Thus, at every time-point, ~5000 genes were not considered and ~ 25,000 genes were considered for analysis. Significant expression values were determined based on log_2_ fold change ≥ 1 with Benjamini-Hochberg FDR correction (q ≤0.05). Microarray experiments were performed at Genotypic Technology (Bengaluru, India) and the results are deposited at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73421. The biological significance of the gene expression modulation on vit C-treatment was analyzed using an online enrichment tool GOrilla (**G**ene **O**ntology en**RI**chment ana**L**ysis and visua**L**iz**A**tion Tool; http://cbl-gorilla.cs.technion.ac.il, [30]) using the input option of a single ranked list of genes on the basis of expression value. Gene descriptions explained in the results were obtained from Gene Cards® Human Gene database (http://www.genecards.org/cgi-bin/carddisp.pl?gene).

### Intracellular vit C estimation

For vit C estimation, DNPH method was used [31]. The experimental set up was the same as that for gene expression analysis and performed in triplicate. Briefly, at the individual timepoints (8, 24 and 48 h), THP-1 cells (UT and Vit C-treated) were scraped and harvested at 1200 rpm for 10 min. The pellet from two flasks was resuspended in 200 μl water and the suspension was subjected to four consecutive freeze-thaw cycles in chilled ethanol and 37 °C water bath for one minute each. Further, the protocol was same as described [31].

### Viability of vit C-treated THP-1 cells

Briefly, ~5 × 10^4^ THP-1 cells were seeded in a 96-well tissue culture plate in triplicate wells and differentiated with 30 nM PMA for 16-18 h. The cells were washed and allowed to rest for 2-3 h. This was followed by the addition of vit C (100 μM) and the viability of treated and control wells were assessed using MTT at 96 h. Briefly, 20 μL of MTT (Sigma-Aldrich^®^) (5 mg/mL) was added and incubated for 4–5 h at 37 °C. Following incubation, media was discarded and the formazan crystals were solubilized by adding 200 μL DMSO and the absorbance measured at 590 nm.

## Results

### Intracellular vit C accumulation

Towards understanding the effect of physiological levels of vit C on macrophage gene expression, the intracellular accumulation of vit C was estimated in THP-1 cells. It was determined to be in the range of 20 to 80 μM, showing highest accumulation at 8 h followed by a decline till 48 h (Fig. 2). This low level is considered to be the baseline intracellular concentration of Vit C in THP-1 cells under these conditions. Vit C does not exert any toxic effect on THP-1 cell viability (Additional file 1: Figure S1).

**Fig. 2:**
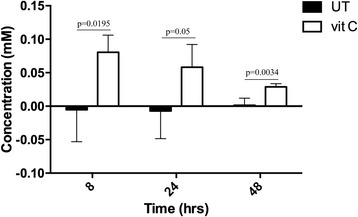
Intracellular concentration of vit C. PMA-differentiated THP-1 cells were treated with 100 μM vit C. The intracellular concentration of vit C was estimated in the control (untreated, UT) as well as vit C-treated cells. Mean ± SD is plotted from 3 biological replicates values. *P*-value was calculated using Two-tailed unpaired t-test (*p*-value less than or equal to 0.05 was considered to be significant)

### Temporal transcriptome analysis

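RNA from THP-1 cells, a human monocytic line turned into macrophage-like cells with PMA, was labelled and hybridized to 19 Agilent one-colour arrays. UT cells were measured on 2 arrays at 8 h, 3 at 24 h, 2 at 48 h and 3 at 96 h. Vit C-treated cells were measured on 3 arrays at 8 h, 2 at 24 h, 2 at 48 h and 2 at 96 h. Each array carried 52857 spots, of which 51538 were not controls, and these made up 50238 probes for 31033 gene names. The authors deposited the scanner software's spot intensities for every array. The processed signal used here is on a linear scale and already includes the software's spatial and multiplicative detrending. It was taken to log2, replicate spots of a probe were averaged, and the 75th percentile of each array was subtracted, following the methods. The 75th percentile of the signal lay between 296.9 and 636.2 on 17 arrays and was 801.9 and 922 on the 2 arrays of vit C-treated cells at 96 h. In UT cells its median was 521.85 at 8 h, 324.5 at 24 h, 346.4 at 48 h and 459.2 at 96 h, against 451.2, 477.9, 366.35 and 861.95 in vit C-treated cells. Between 57.5% and 72.8% of probes were marked well above background, with the highest shares, 69.8% and 72.8%, again on the vit C 96 h arrays. On all 19 arrays 25683 probes were well above background. Changes were tested per probe with limma in 1 fit of 8 group means over the 19 arrays, so that groups of 2 or 3 arrays shared an estimate of the spread. A gene was called a DRG when a probe had an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p (q) of at most 0.05. Genes whose probes went in opposite directions were removed before the adjustment, as the methods describe. The value given for a gene is that of its brightest probe, as vit C-treated minus UT on the log2 scale. The number of arrays limits the precision, and a fold is given as a lower bound where no array of 1 group was well above background. The arrays lay on 4 slides: 8 of the 10 UT arrays shared a slide, the other 2 UT arrays (96 h) shared a slide with 6 vit C-treated arrays, 1 vit C-treated array of 48 h was the only array of its slide, and the vit C-treated arrays of 96 h were alone on a slide scanned on another day.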

Microarray RNA expression data was generated at 8, 24, 48 and 96 h from both vit C-treated and control PMA-differentiated THP-1 cells as described in Methods. Log_2_ transformed 75th percentile normalized data was analyzed by hierarchical clustering (Fig. 1b), establishing the robustness of the data. 

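Pearson's r across 50061 probes between arrays of the same group lay between 0.9621 and 0.9907, with a median of 0.9857 over 14 pairs. Between treated and UT arrays of the same time point it lay between 0.9684 and 0.9836 over 22 pairs, and between arrays of different time points between 0.9393 and 0.9851 over 135 pairs. These are correlations across probes, which are not independent replicates. With average linkage on 1 minus r, the arrays of 8 h joined at 0.0178, those of 24 h at 0.0201 and those of 48 h at 0.0223. For 18 of the 19 arrays the nearest array was of the same group. The exception was UT 96 h replicate 3, which lay nearest to a vit C-treated array of 96 h (r 0.9736) and had r of 0.968 and 0.9621 with the other UT arrays of 96 h. From the clustering, the paper states that the data were robust.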

Further, the analysis of the expression of ten representative housekeeping genes and their raw gProcessed signal intensities (background subtracted) values showed the data to be normally distributed (Additional file 2: Figure S2a and S2b). 

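Among the 10 housekeeping genes, the lowest processed signal over the 19 arrays was 10.71 on the log2 scale, for HPRT1. After normalization the range over arrays was narrowest for PPIA, at 0.41, and widest for B2M, at 1.54. The UT 96 h replicate 3 array had GAPDH lower than the other UT 96 h arrays by a log2 difference of -1.19.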

Widespread changes in gene expression over time were noted upon treatment of differentiated THP-1 cells with physiological levels of vit C (Fig. 3a). The volcano plots reflect the extent of differential expression (absolute log_2_ fold change ≥1) and its significance; the red and green dots highlight the significantly differentially expressed genes (*p*-value ≤0.05) whereas the yellow and blue dots indicate the non-significant differential expression. Further, differentially regulated genes (DRGs) with absolute log_2_ fold change ≥1, *p*-value ≤0.05 with FDR correction ≤0.05, indicated a temporal reduction in the number of DRGs; at 8 and 24 h, there were 872 and 517 DRGs, respectively, and the number decreased to 63 at 96 h following vit C treatment (Fig. 3b). 

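At 8 h, 140 genes were called as DRGs, 85 higher and 55 lower in vit C-treated cells. There were 435 at 24 h (216 higher, 219 lower), 934 at 48 h (543 higher, 391 lower) and 3329 at 96 h (726 higher, 2603 lower). At an unadjusted p of at most 0.05 with the same fold change, 1769, 2248, 2462 and 4873 genes passed. The tests covered 25130, 26108, 25469 and 26335 genes, after 5903, 4925, 5564 and 4698 genes with opposing probes were removed. A probe well above background on every array of at least 1 of the compared groups carried 113 of the calls at 8 h, 364 at 24 h, 816 at 48 h and 1116 at 96 h, which is 33.5% of the calls at 96 h. For the effect averaged over the 4 time points, 922 genes were called, 553 higher and 369 lower.
The methods' t-test, adjusted over all genes tested, gave 11, 0, 1 and 0, with 1295, 1322, 1522 and 3272 genes at an unadjusted p. With the slide as a term in the model, 0 genes were called at 8 h, 2 at 24 h and 125 at 48 h, of which 0, 1 and 50 were among the DRGs above. At 48 h this fit rests on 1 vit C-treated array, since the other was alone on its slide. The slide term is estimated from the UT 96 h arrays alone and widens the errors, so a lost call need not come from the slide. At 96 h, the slide, the scan day and the treatment cannot be told apart. Leaving out vit C 96 h replicate 1 lowered the count at 96 h to 468, and leaving out UT 96 h replicate 3 raised it to 5948. Without UT 8 h replicate 2 the count at 8 h was 13, without vit C 24 h replicate 2 that at 24 h was 91, and without UT 48 h replicate 2 that at 48 h was 283. At 96 h the share of DRGs that were higher was 21.8%, and it was 27.8% with normexp background correction. It was 56.2% after quantile normalization, 50.9% with the percentile taken over detected probes and 60.7% with signals floored at 20.
Of the DRGs, 47 were shared between 8 and 24 h, 170 between 24 and 48 h and 231 between 48 and 96 h, and 13 of these last changed direction. Called higher at all 4 time points were 6 genes, and 0 were called lower at all 4. Ranked by the called probe with the largest change, among genes well above background on every array of both groups, the largest rises at 8 h were the transcripts ENST00000343519 (log2 fold change 4.40), C10orf39 (3.59) and THC2535753 (3.49), and the largest falls were LIF (-1.66), SOCS3 (-1.48) and OSM (-1.39). At 24 h they were LOC130728 (3.84), LOC402226 (3.79) and AK021751 (3.77), and BDNF (-2.72), ACTG2 (-2.66) and TNFAIP8L3 (-1.79, with another probe at -2.28). At 48 h they were LOC730887 (4.53), LOC402226 (4.43) and LOC646973 (4.29), and ACTG2 (-3.92), TNFRSF11B (-3.46) and SGK (-2.84). The vit C-treated arrays of 48 h had an SD of 2.06 (n = 2) for SGK. At 96 h they were COLEC12, HsapiAK026546 (3.96) and PRL (3.73), and PROC (-3.40), PNOC (-3.09) and AF131834 (-3.08). From its counts the paper concludes that the number of DRGs fell with time.

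**Figure D1:**
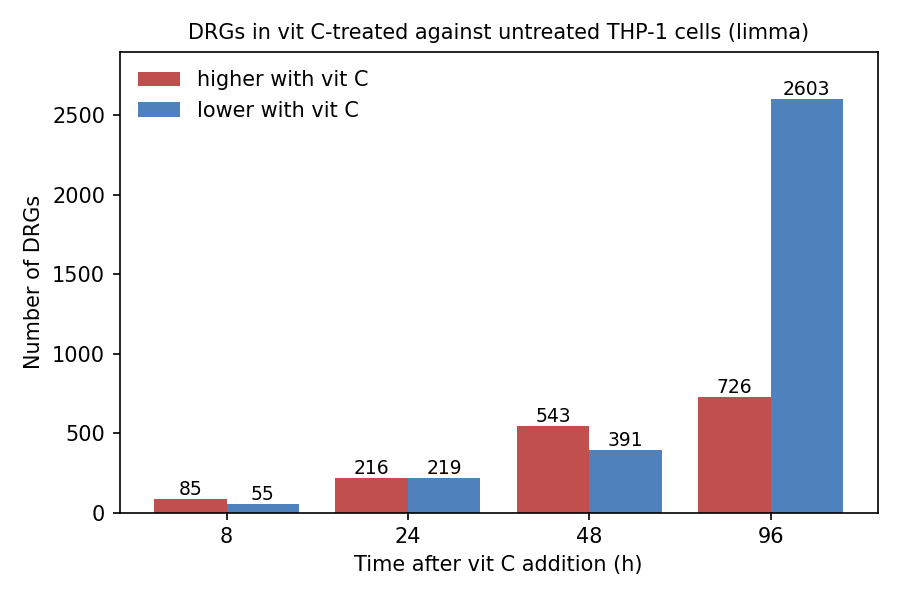
Number of genes called as DRGs at each time point, higher and lower in vit C-treated cells, by limma over 19 arrays. Between 8 and 96 h the number called rises from 140 to 3329, with 726 higher and 2603 lower at 96 h. There the larger share is of higher genes after quantile normalization, with the percentile over detected probes and with signals floored at 20. With normexp background correction it is of lower genes.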

The expression of genes coding for GLUT and SVCT transporters were not induced in vit C-treated THP-1 cells; rather a modest down regulation at 8 and 96 h (nearly 2-fold repression) was noted. It was reasoned that the cells were exposed to physiological levels of vit C and moreover, they were not infected; therefore they are not required to accumulate vit C against the concentration gradient.

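The arrays had probes for 17 GLUT and SVCT genes (SLC2A and SLC23A families), of which 12 had a probe well above background on every array of a group. At 8 h, 3 of these 12 were higher in vit C-treated cells and 9 lower, with 3 or 4 higher under the other scalings, and the median log2 fold change was -0.15 (limma's camera, q = 0.731 over the 10 list tests). By limma 0 were called at 8 h, adjusted over the list alone as well. The median was -0.35 at 24 h and -0.14 at 48 h. At 96 h, 6 were higher and 6 lower, with a median of 0.03 (camera, q = 0.82), and the median lay between -0.17 and 0.12 under the other scalings. At 96 h, 3 of the 17 were called lower, 4 adjusted over the list alone: SLC2A2 and SLC2A7 by a probe other than the brightest, and SLC23A1. None of these 3 was well above background on any array at 96 h, so no fold is given. SLC2A1 had a log2 fold change of -0.26 at 8 h and 0.18 at 96 h, and SLC23A2 of -0.04 and -0.12 (neither called).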

**Fig. 3:**
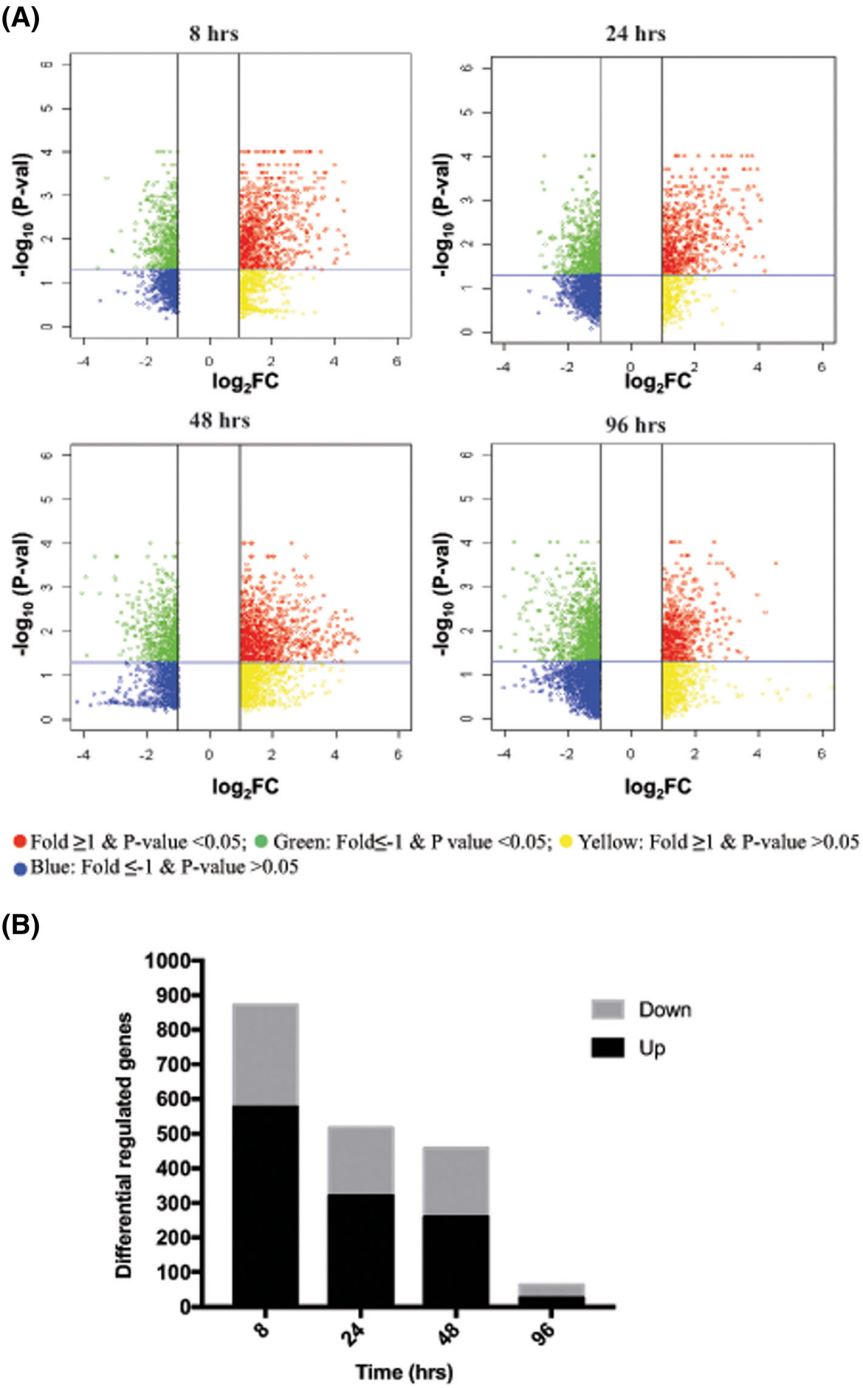
Differentially regulated genes (DRGs) on treatment with vit C. **a** Volcano plots depicting the magnitude and significance of differential expression at all time-points. Each dot on the plot is single gene. *Vertical lines* represent the fold change -1 ≤ 0 ≥ 1 and *horizontal lines* represent the *p*-value ≤0.05 **b** DRGs were determined using the absolute log_2_ fold change ≥1 (*p*-value ≤0.05, FDR ≤ 0.05)

### Whole data enrichment analysis

Next, individual enrichment analysis was performed for the entire temporal data set. GOrilla enrichment tool was used for this analysis, employing the input option of a single ranked list of genes on the basis of expression values. The significantly enriched functional classes (*p*-value of enrichment ranging from 10^-4^ to 10^-15^ with FDR correction, q-value ranging from 10^-4^ to 10^-13^) were selected for gaining insights into global responses of THP-1 cells to vit C.

### Clustering of predominant functional responses

The functional enrichment is depicted as up- and down-regulated classes (described in sections below) to highlight the diversity in biological processes in response to vit C.

Further, the representation of the data does not exclude the possibility that different genes under a particular GO term respond in different directions. There are functional classes that showed significant enrichment under both up and down-regulated category thereby signifying the differential regulation of genes for the same biological process.

The up-regulated functional classes were assigned into two groups (Fig. 4a): (1) up-regulated at late time-points *i.e.* 48 and 96 h (Group I: 8 functional classes), and (2), up-regulated from 24 h, onwards (Group II: 3 functional classes). Similarly, the down–regulated functional classes were categorized into three groups based on their temporal clustering pattern (Fig. 4b): (1) down-regulated at all the time-points (Group III: 24 functional classes), (2) common response at 24, 48 and 96 h (Group IV: 6 functional classes), and (3) common responses at 8, 24 and 48 h (Group V: 9 functional classes). In addition to these common responses, several functional classes were enriched uniquely at a specific time-point (discussed in a later section).

**Fig. 4:**
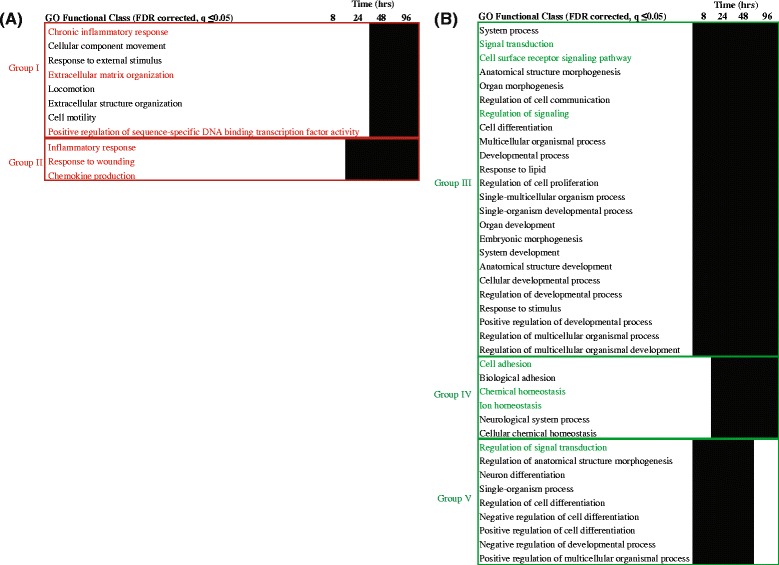
Clustering of enriched functional gene classes. Whole data enrichment analysis was performed using GOrilla, where the genes were ranked for up and down regulation. Enriched classes (filtered using *p*-value of enrichment <0.001, FDR corrected q ≤ 0.05) showing common temporal occurrence were grouped. **a** Up-regulated (*red*) GO classes classified into two groups, **b** Down-regulated (*green*) GO classes classified into three groups (*solid black boxes*)

### Up-regulated cluster of functional classes

The functional classes in Groups I and II (Fig. 4a) are highly relevant in the context of macrophage function, especially in relation to infection. 

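S100A8 had a normalized log2 signal of 2.75 ± 0.23 (SD, n = 2) in UT and 4.34 ± 0.43 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of 1.59 (standard error 0.31, limma q = 0.0138). At 96 h its log2 fold change was 1.22 (q = 0.0236). S100A9 rose by 1.43 at 96 h (q = 0.0406), while its change of 1.42 at 48 h was not called (q = 0.115). PTGES had a log2 fold change of 1.94 at 48 h and was not called (q = 0.133), and was well above background on 1 of 2 UT arrays. VNN1 had log2 fold changes of 0.30 at 48 h (q = 0.831) and 0.81 at 96 h (q = 0.128) and was not called. Its probes went in opposite directions at 8 and 24 h. The 4 genes VNN1, PTGES, S100A8 and S100A9 were higher in vit C-treated cells at 48 and at 96 h, except that 1 was lower at 96 h with normexp background correction and 1 did not change at 96 h with signals floored at 20. With single arrays left out, the call of S100A8 was lost in 3 of 4 fits at 48 h and 3 of 5 at 96 h, and that of S100A9 at 96 h in 4 of 5, and with the slide as a term S100A8 was not called at 48 h.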

The GO class ‘Chronic inflammatory response’ reflected the role of vit C in immune function, and included 4 genes, VNN1, PTGES, S100A8 and S100A9, emphasizing their role in oxidative stress response, signaling pathways and in regulation of cytoskeleton (Fig. 5a). A second noteworthy up-regulated GO class is ‘Extracellular matrix (ECM) organization’ and included the genes MMP2, COL16A1, MFAP5, LUM, ADAMTS2 and MYH11, that play important roles in inflammation and in remodeling and maintaining the integrity of ECM (Fig. 5a). 

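All 6 genes were higher in vit C-treated cells at 48 and at 96 h, apart from 1 that was lower at 96 h under normexp background correction. LUM was not well above background on any UT array and was at least 2.29-fold higher at 48 h (limma q = 0.000116) and at least 6.19-fold higher at 96 h (q = 1.04e-06), a call that no left-out array removed and that normexp background correction did. COL16A1 was at least 2.41-fold higher at 48 h (q = 0.0216) and not called at 96 h, with a log2 fold change of 1.33 (q = 0.0613). MFAP5 was at least 6.47-fold higher at 48 h (q = 0.027), where its vit C-treated arrays differed by an SD of 2.21 (n = 2), and was not called at 96 h. MMP2 was called at 96 h, with a log2 fold change of 1.76 (standard error 0.37, q = 0.0129), and not at 48 h (1.21, q = 0.128). MYH11 was called at 96 h (2.03, q = 0.0194) and not at 48 h (1.55, q = 0.118). ADAMTS2 had a log2 fold change of 0.39 at 48 h and 0.99 at 96 h, where another of its 3 probes was called, and its probes went in opposite directions at 8 and 24 h. The calls of COL16A1 and MFAP5 at 48 h were lost in 3 of 4 fits with single arrays left out and with the slide as a term. Those of MMP2, MYH11 and ADAMTS2 at 96 h were lost in 2 of 5, without either vit C-treated array.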

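NEUROG1 had a normalized log2 signal of -0.92 ± 0.47 (SD, n = 2) in UT and 2.56 ± 0.53 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of 3.48 with a standard error of 1.17 (limma q = 0.131). At 96 h the log2 fold change was 1.34 (q = 0.447). UT arrays of 96 h had an SD of 2.59 (n = 3) and overlapped the vit C-treated arrays. At 8 and 24 h it was 3.37 (q = 0.182) and 1.86 (q = 0.338). NEUROG1 was not called at any time point.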

The third relevant class in Group I is ‘Positive regulation of sequence-specific DNA-binding transcription factor activity’, which included NEUROG1, that codes for a transcriptional regulatory protein (Fig. 5a). Further, the GO classes that showed sustained up regulation from 24 h onwards were classified into group II and included ‘Inflammatory response’ (8 genes), ‘Response to wounding’ (11 genes) and ‘Chemokine production’ (3 genes, Fig. 5b). 

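The 13 genes drawn for these classes (Fig. 5b) were all higher in vit C-treated cells at 24, 48 and 96 h, apart from 2 that were lower at 24 h and 1 at 96 h with normexp background correction and 1 that did not change at 24 h with signals floored at 20. Their median log2 fold change was 1.03 at 24 h (0.54 with normexp background correction), 1.48 at 48 h and 1.43 at 96 h. By limma, 2 were called at 24 h, EREG (1.61, q = 0.0127) and PDGFRB (1.75, q = 0.000896), 9 at 48 h and 13 at 96 h. EREG at 96 h was called by a probe other than its brightest, which changed by 0.72 (q = 0.101).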

The up regulation of these classes suggested a role for vit C in preparing macrophages for their role as the first line of defence.

**Fig. 5:**
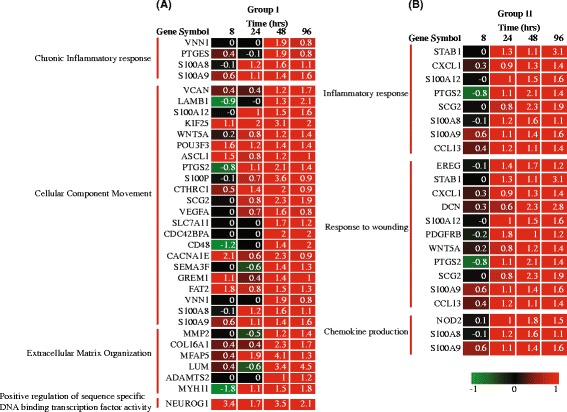
Gene expression profile of the up-regulated group of GO classes. Log_2_ fold expression values are shown of the genes falling under the mentioned GO classes that were commonly present (**a**) at 48 h and 96 h (Group I), (**b**) from 24 h onwards (Group II). Genes shown here are not filtered according to FDR corrected *p*-value, since these represent common occurrence. FDR corrected *p*-values for the genes ranged from 0.03 to 0.09

### Down-regulated cluster of functional classes

Similarly, the classes that were down-regulated in response to vit C were classified into 3 groups (Fig. 4b). Group III constitutes a large number of GO classes that were persistently down-regulated at all the four time-points. Many of these classes were from the top-level hierarchy (‘System process’, ‘Anatomical structure morphogenesis’ etc.) and therefore, highlight a more broad function and are not discussed in detail. 

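For 20 other genes drawn for the classes down-regulated at every time point (Fig. 6a), beside the 6 that the text names, the median log2 fold change was -0.93 at 8 h, -1.08 at 24 h, -1.24 at 48 h and -0.60 at 96 h. With normexp background correction the medians were -0.18, -0.55, -0.38 and -0.70, and with signals floored at 20 they were -0.49, -0.77, -0.45 and -0.01. All 20 were lower in vit C-treated cells at 8, 24 and 48 h, except that 4 were higher at 8 h with normexp background correction, and 14 were lower at 96 h (19 with normexp background correction, 15 after quantile normalization and 13 with the percentile over detected probes). With signals floored at 20, 17, 15, 16 and 11 were lower at 8, 24, 48 and 96 h, and 4 were higher at 96 h. By limma 4, 6, 6 and 6 of these 20, and 0, 2, 3 and 5 of the 6, were called at 8, 24, 48 and 96 h. GPR18 fell by 0.83 on the log2 scale at 8 h and was not called (q = 0.153). It was called at 24 h (-1.7, q = 0.00417), 48 h (-1.88, q = 0.00219) and 96 h, where it went from 0.36 ± 0.29 (SD, n = 3) to -1.88 ± 0.05 (n = 2). ENAH was not called at 8 h (-0.62) or 24 h (-0.86) and was called at 48 h (-1.22, q = 0.0458) and 96 h (-1.58, q = 0.00537), although leaving out any of the 4 arrays removed the call at 48 h. FFAR3 was not called at 8 h (-1.29, q = 0.154). At 24 h its brightest probe changed by -1.61 (q = 0.0507) and the other was called. At 48 h it was at least 4.5-fold lower (q = 0.00029) and at 96 h 1 of 2 vit C-treated arrays was well above background (q = 0.000293). ZP4 was at least 7.88-fold lower at 96 h (q = 0.00462, not called without vit C 96 h replicate 2) and not called before. RNF43 was well above background on 1 of 19 arrays and was called at 96 h (q = 0.0103), and AMELX, also near background, was not called at any time point, so no fold is given for either.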

The classes relevant to the scope of the present study are discussed below and included ‘Signal transduction’, ‘Cell surface receptor signaling pathway’ and ‘Regulation of signaling’, reflecting the significant extent of modulation at transcriptional level exerted by vit C. The genes among the classes included FFAR3, ZP4, ENAH, AMELX, RNF43 and GPR18 (Fig. 6a) involved in energy homeostasis, cytoskeleton remodeling and important in the regulation of immune system. The group IV cluster includes enriched functional classes down-regulated from 24 h onwards (Figs. 4b and 6b), namely, ‘Cell adhesion’, ‘Biological adhesion’, ‘Chemical homeostasis’, ‘Ion homeostasis’ and ‘Cellular chemical homeostasis’. These GO classes are structured at different levels of hierarchy and mainly fall into ‘Cell adhesion’ and ‘Chemical homeostasis’ at the top level of hierarchy. 

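CCL5 had a normalized log2 signal of 3.72 ± 0.07 (SD, n = 2) in UT and 2.11 ± 0.24 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of -1.60 (standard error 0.30, limma q = 0.0117). It was called at 96 h (-1.43, q = 0.00866) and not at 24 h (-0.98, q = 0.0918). With single arrays left out the call was lost in 3 of 4 fits at 48 h and 2 of 5 at 96 h. NEDD9 had log2 fold changes of -0.77, -0.04 and -0.56 at 24, 48 and 96 h, and was called at 96 h only, by a probe other than its brightest. Its probes went in opposite directions at 8 h. AMIGO1, CNTN1 and NTM were near background in most groups. Of these, CNTN1 was called at 96 h (q = 0.0403), where no array was well above background, and AMIGO1 and NTM were not called. Of the 5 genes, all were lower at 24 and 96 h, with 1 higher at 24 h after quantile normalization, and at 48 h 4 were lower (5 with normexp background correction, 3 with the percentile over detected probes). With signals floored at 20, 4, 3 and 2 were lower at 24, 48 and 96 h.
For 12 other genes drawn for the classes down-regulated from 24 h (Fig. 6b), beside these 5, the median log2 fold change was -0.87 at 24 h, -1.24 at 48 h and -1.66 at 96 h. With normexp background correction the medians were -0.43, -0.37 and -0.96, and with signals floored at 20 they were -0.33, -0.65 and -0.51, with 8, 10 and 9 of the 12 lower. All 12 were lower at the 3 time points, apart from 1 that was higher at 48 h with normexp background correction, after quantile normalization and with the percentile over detected probes, and at 96 h under the first 2 of these. By limma, 1 was called at 24 h, LEF1, by a probe other than its brightest, 7 at 48 h and 8 at 96 h.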

The down regulation of genes in ‘Cell adhesion’ class (such as AMIGO1, CCL5, CNTN1, NEDD9 and NTM genes) suggested the role of vit C in regulating signaling complexes important in cell attachment, migration and invasion as well as apoptosis and cell cycle. The class ‘Chemical homeostasis’ belongs to a higher level of hierarchy and covers ‘Ion homeostasis’ and ‘Cellular chemical homeostasis’ (Fig. 4b). 

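The 21 genes drawn for the classes down-regulated from 8 to 48 h (Fig. 6c) were lower in vit C-treated cells at 8, 24 and 48 h, except that 3 were higher at 8 h with normexp background correction. Their median log2 fold change was -0.85 at 8 h, -1.01 at 24 h and -1.16 at 48 h, and -0.43, -0.60 and -0.44 with normexp background correction. With signals floored at 20, 17 of the 21 were lower at each of these time points. By limma 4 were called at 8 h (CYR61, GHRL, LIF and NRG1), 8 at 24 h and 9 at 48 h. At 8, 24 and 48 h, 4, 6 and 6 of the 21 were not well above background on any array of either group.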

Group V *i.e.* functional response common from 8 to 48 h, is mainly represented by the class ‘Regulation of signal transduction’ (Fig. 6c). As mentioned above and explained in later sections also, although the classes have an overlap, they clustered differently based on the temporal expression of discrete genes in each class. In summary, the common responses to vit C, both up and down-regulated, shed light on adaptation mechanisms employed by macrophages to prepare themselves for their defensive function. Vit C also seems to exert a regulatory role in maintaining homeostasis by regulating diverse activities such as inflammation, adhesion, signaling and ECM remodeling.

**Fig. 6:**
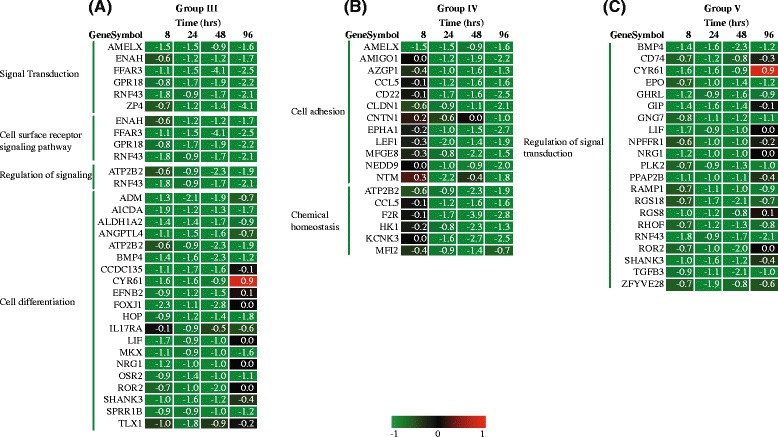
Gene expression profile of the down-regulated group of GO classes. Log_2_ fold expression values are shown of the genes falling under the mentioned GO classes that were (**a**) commonly present from 8 h to 96 h (Group III), (**b**) commonly present from 24 h onwards (Group IV), and (**c**) commonly present from 8 h to 48 h (Group V). Genes shown here are not filtered according to FDR corrected *p*-value, since these represent common occurrence. FDR corrected *p*-values for the genes ranged from 0.03 to 0.09

### Unique temporal responses

In addition to the common transcriptional response described above, several functional classes showed time-dependent expression following vit C treatment. The classes pertinent to the role of THP-1 cells in macrophage function are discussed in detail.

### Early response to vit C (at 8 h)

One of the relevant classes enriched at the earliest time-point studied was ‘Regulation of gene expression’. This enriched class includes a large number of genes coding for zinc finger proteins that act as transcriptional regulators as well as other regulatory genes such as ASCL1 and POU3F3. 

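POU3F3 went from 1.81 ± 0.18 (SD, n = 2) in UT to 3.37 ± 0.06 (n = 3) in vit C-treated cells at 8 h, a log2 fold change of 1.56 with a standard error of 0.89 over all arrays, and was not called (limma q = 0.52). In a fit of the 8 h arrays alone it was called.
The list of zinc finger genes, fixed beforehand, had 446 genes with a probe well above background on every array of a group. At 8 h, 237 of them were higher in vit C-treated cells (216 to 281 under the other scalings), with a median log2 fold change of 0.03 and a mean of 0.10 (limma's camera, q = 0.047 over 10 list tests). With fry the q was 0.493, with an estimated correlation 0.498, and with the slide as a term 0.793 over the 5 list tests that could be fitted. Over the settings tried with all 19 arrays it lay between 0.00668 and 0.793. Only ZNF678 was called over all genes tested, and 0 of the list were called adjusted over the list alone by limma.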

Few other classes that were functionally linked to the ‘Regulation of gene expression’ were also enriched *i.e.* ‘Transcription DNA-dependent’, ‘mRNA transcription from RNA pol II promoter’ and ‘Regulation of RNA biosynthetic process’. All of these classes were analyzed for the temporal expression values of the respective genes and many of the genes were commonly present in these classes. The temporal expression behavior of these genes showed upregulation at 8 h (Log_2_ fold ≥1, *p*-value ≤0.05 and q ≤0.05) (Fig. 7a) and subsequent decrease in expression. This indicated that vit C induces early extensive gene expression changes at the transcriptional level, suggesting its role in preparing cells for a future event, such as an infection. 

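The 28 genes drawn (Fig. 7a) were all higher in vit C-treated cells at 8 h, except for 1 that was lower after quantile normalization and 2 that did not change with signals floored at 20. Their median log2 fold change was 1.67, and 21 had a log2 fold change of at least 1. By limma 4 were called at 8 h. MAGEA1 was at least 2.14-fold higher (q = 0.00323). ZNF678 was called by a probe other than its brightest, which changed by 0.90 (q = 0.377), and so was PIAS4, whose brightest probe changed by 0.01. From the rise at 8 h the paper proposes that vit C prepares the cells for a later event such as an infection.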

The expression of target genes for some of the up-regulated transcriptional regulators (derived from the database HTRIdb, http://www.lbbc.ibb.unesp.br/htri) was lowered at later time points. For example: the down-regulated target genes of ASCL1 *i.e.* DKK1, IGF2 and PCSK6, are involved in ‘Regulation of gene expression’ and ‘Regulation of Signal transduction’ thereby suggesting the early effect of vit C on transcription, hence modulating the expression of many target genes falling into diverse biological processes at later time points till 96 h. 

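PCSK6 had a normalized log2 signal of 0.18 ± 0.33 (SD, n = 3) in UT and -1.41 ± 0.29 (n = 2) in vit C-treated cells at 96 h, a log2 fold change of -1.59 (standard error 0.22, limma q = 0.000845). At 24 h its brightest probe changed by -0.77 (q = 0.0951) and another probe was called, a call lost without vit C 24 h replicate 2. At 48 h it was not called (-0.85, q = 0.0726). DKK1 was not well above background on any array and was not called at any time point. IGF2 was not called at 24 h (q = 0.76) or 96 h (q = 0.723), and its probes went in opposite directions at 8 and 48 h. All 3 were lower at 24 h and at 96 h, apart from 2 that were higher at 96 h after quantile normalization, and with signals floored at 20, 2 were lower at 24 h and 1 at 96 h.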

A brief analysis of the induced transcriptional regulators and their target gene expression is shown in Additional file 3: Table S1.

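Of the 6 other target genes in that table, GSC, HNF4A, MMP7, MUC1, TPH1 and VDR, 3 were higher and 3 lower at 8 h and again at 24 h, 2 were higher at 48 h and 0 at 96 h. By limma 4 were called lower at 96 h. GSC fell by 1.46 (q = 0.00346) and MMP7 by 1.29 (q = 0.0051) on the log2 scale. HNF4A was called by a probe other than its brightest, and TPH1 was not well above background on any array. At 24 h MMP7 was called higher (1.46, q = 0.00775).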

**Fig. 7:**
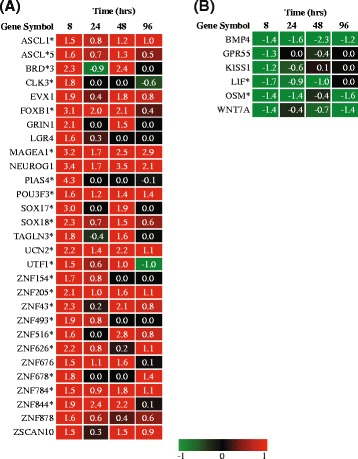
Gene expression profile of the enriched GO classes at 8 h post vit C treatment. **a** ‘Regulation of Gene expression’ **b** ‘Positive regulation of MAPK cascade’. The values of the genes represent the log_2_ fold change ≥1 (*p*-value ≤0.05), asterisk marked genes have FDR q ≤0.05. Up-regulated and down-regulated classes are indicated in *red* and *green*, respectively

The enrichment result for the down-regulated classes revealed that the majority of the classes were not obviously linked to the function of macrophages under ex vivo condition. An exceptional class *‘*Positive regulation of MAPK cascade’ (Fig 7b) is discussed, as it is under ‘Regulation of signal transduction’ class, which seemed to be a continuous response to vit C (Fig. 4b). 

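At 8 h the 6 genes drawn for this class (Fig. 7b) had a median log2 fold change of -1.36 and were lower in vit C-treated cells. The median was -0.11 with normexp background correction, where 2 were higher, and -0.46 with signals floored at 20, where 5 were lower. By limma 2 were called: LIF, from 0.55 ± 0.37 (SD, n = 2) to -1.11 ± 0.23 (n = 3, q = 0.0134), and OSM, from 1.83 ± 0.10 to 0.44 ± 0.13 (q = 0.0059). Another 2 were not well above background on any array of 8 h.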

The function of these genes (Fig. 7b) covers a wide spectrum of functional processes such as growth and differentiation, cell survival and macrophage function, some genes play an essential role in innate immune response and inflammation and are involved in cytoskeleton reorganization.

### Response at 24 h

Three major biological processes predominate the functional response to vit C at 24 h. The enriched GO classes broadly fall into ‘Cell cycle’, ‘Chromosome organization’ and ‘DNA metabolic process’ at a higher level of hierarchy (Table 1). Out of 87 GO classes enriched at 24 h, 17 classes (*p* ≤ 0.001 and q ≤0.05) belong to ‘Cell cycle’, 11 classes (*p* ≤ 0.001 and q ≤0.05) belong to ‘Chromosome organization’ and 18 classes (*p* ≤ 0.001 and q ≤0.05) belong to ‘DNA metabolic process’ (Table 1). 

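At 24 h CDC7 went from -0.85 ± 0.03 (SD, n = 3) in UT to 0.26 ± 0.28 (n = 2) in vit C-treated cells, a log2 fold change of 1.11 (standard error 0.20, limma q = 0.0155). DTL rose by 1.19 (standard error 0.20, q = 0.00908) and BLM by 1.03 (standard error 0.20, q = 0.0192). MCM10 rose by 0.84 (standard error 0.26) and was not called (q = 0.117), whereas it was called after quantile normalization, with the percentile over detected probes and with signals floored at 20. Without vit C 24 h replicate 2 none of CDC7, DTL and BLM was called, with log2 fold changes of 0.91, 0.84 and 0.79. With single arrays left out in turn the call of BLM was lost in 3 of 5 fits, and those of CDC7 and DTL in 1 of 5. At 48 h the log2 fold changes of CDC7, DTL and BLM were -0.10, -0.33 and 0.09.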

Using the 2-fold criterion and corrected *p*-value ≤0.05, the class ‘Cell cycle check point’ contained genes, namely, CDC7, DTL, BLM and MCM10. Similarly, another class in Cell cycle category is ‘Cell cycle phase transition’ and included genes CDC7, MCM10. Some of the genes directly play a role at the mitotic spindle (LRRCC1), others regulate at the level of DNA replication (CDC7, BLM, MCM10). 

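LRRCC1 had a log2 fold change of 0.66 at 24 h and was not called (limma q = 0.258). Another of its probes rose by at least 1 on the log2 scale at 24 h and was not called either. At 96 h LRRCC1 rose by 1.1 (standard error 0.29, q = 0.033), and at 48 h its probes went in opposite directions.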

The enrichment of as many as 17 GO classes belonging to the ‘Cell cycle’ and ‘Biological phase’ at higher hierarchy indicate the significant regulatory role of vit C in cell cycle. The second category ‘Chromosome organization’ included 11 GO classes (Table 1). 

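At 24 h MLF1IP went from 0.20 ± 0.08 (SD, n = 3) in UT to 1.26 ± 0.27 (n = 2) in vit C-treated cells, a log2 fold change of 1.06 (limma q = 0.052). CENPK rose by 1.26 (q = 0.0597) at 24 h and by 1.2 at 48 h (q = 0.0721). Neither was called, and both were called at 24 h after quantile normalization, with the percentile over detected probes and with signals floored at 20.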

The first in the list, ‘ATP dependent chromatin remodeling’, contains genes *i.e.* MLF1IP and CENPK. These genes play an important role in centromere assembly (MLF1IP) along with CENPK. The third major representative class was ‘DNA metabolic process’, which included a total of 18 classes, such as ‘DNA repair’, ‘DNA recombination’ and ‘DNA replication’ (Table 1). In conclusion, the response of THP-1 cells at 24 h was predominantly linked to cell cycle regulation via regulating events at phases of cell cycle, chromosome remodeling and DNA metabolism. 

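Of 48 DNA replication genes on a list fixed beforehand, 44 were higher in vit C-treated cells at 24 h (44 or 45 under the other scalings), with a median log2 fold change of 0.54 against -0.05 for all other genes (limma's camera, q = 4.08e-16 over 10 list tests). With fry the q was 9.49e-06, with an estimated correlation 0.0036, and with the slide as a term 2.08e-05, and over the settings tried with all 19 arrays the highest q was 0.0036 and the lowest 7.7e-25. By limma 6 of the genes were called: CDC7, CHTF18, DSCC1, DTL, GINS2 and UHRF1, with CHTF18 called by a probe other than its brightest. Adjusted over the list alone 8 were called. At 48 h the median of the list was -0.05, and 0 after quantile normalization and with the percentile over detected probes. Of 48 mitosis genes, 37 were higher at 24 h (35 to 38 under the other scalings), with a median log2 fold change of 0.27 (camera, q = 4.66e-05). Fry gave a q of 0.0119 and the estimated correlation 0.14, the highest of the settings tried with all arrays, where the lowest was 3.72e-08. By limma 0 mitosis genes were called at 24 h, over all genes or adjusted over the list alone. From the enriched classes, the paper concludes that the response at 24 h was mainly one of the cell cycle.

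**Figure D2:**
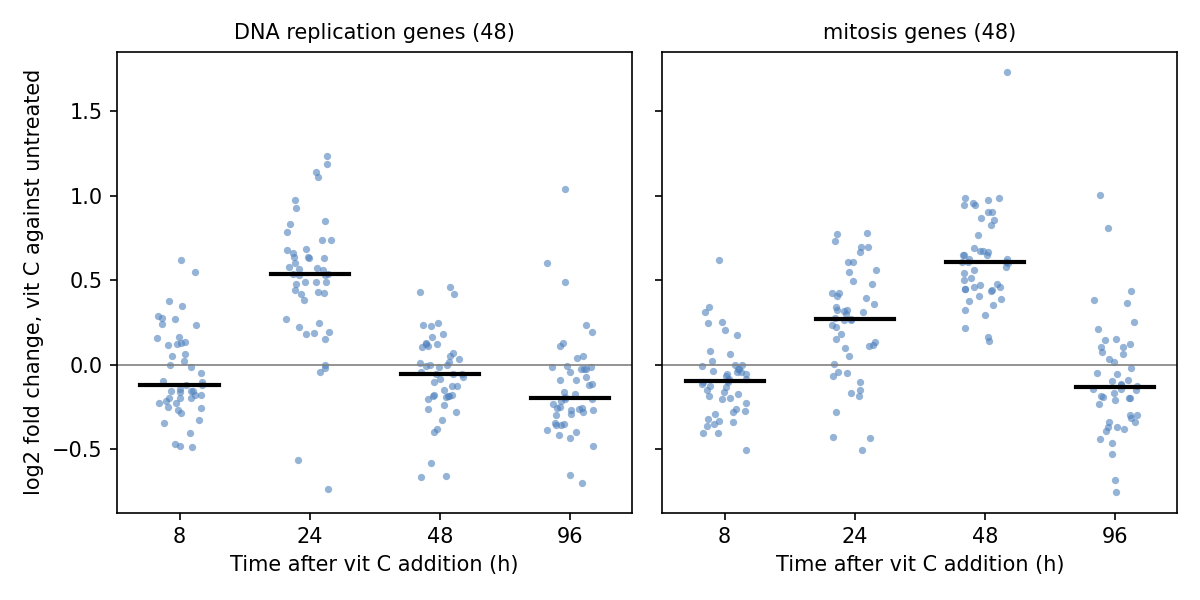
Log2 fold change of vit C-treated minus UT cells for 48 DNA replication genes and 48 mitosis genes at 8, 24, 48 and 96 h, with 1 point per gene and a bar at the median. At 24 h, 44 of the 48 DNA replication genes lie above 0 (44 or 45 under the other scalings).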

Importantly, the functional cellular responses associated with signaling appear to be under the regulation of vit C. The classes ‘Positive regulation of signal transduction’ and ‘Negative regulation of signal transduction’ both showed enrichment; in fact this regulatory role of vit C was observed from 8 h onwards.

**Table 1:** Predominant enriched GO classes at 24 h in vit C-treated THP-1 cells

GO Term	Description	Higher hierarchy^a^	*P*-value*	FDR q-value^b^
GO:0007049	Cell cycle	Cell cycle	3.41E-09	0.000
GO:0000075	Cell cycle checkpoint	Cell cycle	1.76E-06	0.001
GO:0022403	Cell cycle phase	Biological phase	8.15E-13	0.000
GO:0044770	Cell cycle phase transition	Cell cycle	2.75E-06	0.001
GO:0022402	Cell cycle process	Cell cycle	6.52E-15	0.000
GO:0031570	DNA integrity checkpoint	Cell cycle	1.33E-05	0.004
GO:0000082	G1/S transition of mitotic cell cycle	Cell cycle	8.40E-05	0.019
GO:0000279	M phase	Biological phase	2.25E-04	0.043
GO:0000087	M phase of mitotic cell cycle	Cell cycle	1.89E-04	0.039
GO:0007126	Meiosis	Cell cycle	3.44E-06	0.001
GO:0007067	Mitosis	Cell cycle	2.06E-04	0.041
GO:0000278	Mitotic cell cycle	Cell cycle	7.08E-13	0.000
GO:0044772	Mitotic cell cycle phase transition	Cell cycle	2.75E-06	0.001
GO:0000083	Regulation of transcription involved in G1/S phase of mitotic cell cycle	Cell cycle	1.34E-06	0.001
GO:0051320	S phase	Biological phase	6.16E-06	0.002
GO:0000084	S phase of mitotic cell cycle	Cell cycle	1.62E-05	0.005
GO:0032201	Telomere maintenance via semi-conservative replication	Cell cycle	5.83E-07	0.000
GO:0043044	ATP-dependent chromatin remodeling	Chromosome organization	5.29E-06	0.002
GO:0034080	CENP-A containing nucleosome assembly at centromere	Chromosome organization	3.34E-07	0.000
GO:0006333	Chromatin assembly or disassembly	Chromosome organization	7.41E-06	0.003
GO:0031055	Chromatin remodeling at centromere	Chromosome organization	4.74E-07	0.000
GO:0006336	DNA replication-independent nucleosome assembly	Chromosome organization	3.34E-07	0.000
GO:0034724	DNA replication-independent nucleosome organization	Chromosome organization	3.34E-07	0.000
GO:0043486	Histone exchange	Chromosome organization	3.12E-06	0.001
GO:0006334	Nucleosome assembly	Chromosome organization	2.18E-06	0.001
GO:0034728	Nucleosome organization	Chromosome organization	3.98E-05	0.011
GO:0010833	Telomere maintenance via telomere lengthening	Chromosome organization	5.60E-05	0.014
GO:0032200	Telomere organization	Chromosome organization	5.83E-05	0.014
GO:0006259	DNA metabolic process	DNA metabolic process	2.44E-10	0.000
GO:0006310	DNA recombination	DNA metabolic process	6.21E-07	0.000
GO:0006281	DNA repair	DNA metabolic process	1.15E-08	0.000
GO:0006260	DNA replication	DNA metabolic process	4.57E-14	0.000
GO:0006270	DNA replication initiation	DNA metabolic process	5.44E-07	0.000
GO:0022616	DNA strand elongation	DNA metabolic process	1.47E-14	0.000
GO:0006271	DNA strand elongation involved in DNA replication	DNA metabolic process	3.82E-15	0.000
GO:0006268	DNA unwinding involved in replication	DNA metabolic process	2.23E-04	0.044
GO:0006261	DNA-dependent DNA replication	DNA metabolic process	2.36E-05	0.007
GO:0000724	Double-strand break repair via homologous recombination	DNA metabolic process	8.53E-06	0.003
GO:0045005	Maintenance of fidelity involved in DNA-dependent DNA replication	DNA metabolic process	9.31E-05	0.020
GO:0006312	Mitotic recombination	DNA metabolic process	7.17E-06	0.003
GO:0006297	Nucleotide-excision repair, DNA gap filling	DNA metabolic process	3.51E-05	0.010
GO:0000725	Recombinational repair	DNA metabolic process	1.28E-05	0.004
GO:0051052	Regulation of DNA metabolic process	DNA metabolic process	1.02E-05	0.003
GO:0006275	Regulation of DNA replication	DNA metabolic process	7.56E-05	0.018
GO:0000723	Telomere maintenance	DNA metabolic process	4.14E-05	0.011
GO:0000722	Telomere maintenance via recombination	DNA metabolic process	2.71E-06	0.001

*p-value, significance value of Gene ontology enrichment (determined in GOrilla analysis)

^a^Each enriched GO term at 24 h is listed with the higher hierarchy GO term as determined from the Amigo 2 tree view (amigo.geneontology.org/amigo)

^b^FDR q-value, *p*-values after multiple testing correction

### Responses at 48 h

Proceeding to later time-points, the identity of the most represented classes provided clues to the immune-modulatory role of vit C. The prominent functional classes included ‘Activation of immune response’, ‘Positive regulation of immune response’, ‘Positive regulation of inflammatory response’ and ‘Cell communication’. There is an extensive gene overlap among the classes ‘Positive regulation of immune response’ and ‘Activation of immune response’, therefore; only one class is mentioned (Fig. 8a). The enrichment of these classes suggests that vit C likely plays an indispensable role in macrophages function in innate defence *e.g.* up regulation of genes coding for innate receptors (NOD2, TLR3, MARCO, COLEC12), and associated proteins that co-operate with TLR in response to bacterial LPS (LY96). 

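NOD2 went from -1.50 ± 0.12 (SD, n = 2) in UT to 0.35 ± 0.07 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of 1.85 (standard error 0.30, limma q = 0.00439). MARCO rose by 1.63 (q = 0.00458) and had risen by 1.72 at 24 h (q = 0.00354). LY96 rose by 1.35 at 48 h (q = 0.0084). TLR3 was well above background on 1 of the 4 arrays of 48 h and was not called (q = 0.0807). COLEC12 was not well above background on any array of 48 h and was not called (q = 0.247). At 96 h it rose from -3.66 ± 0.67 (n = 3) to 0.35 ± 0.02 (n = 2, q = 6.96e-05). With the slide as a term none of NOD2, MARCO and LY96 was called at 48 h, and the call of LY96 was lost in 3 of 4 fits with single arrays left out and that of MARCO in 1 of 4.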

In the same way, the genes involved in immune response *i.e.* part of inflammasome (NLRC4) and signaling protein (PIK3CD) indicated the fundamental role of vit C in the immune system. 

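NLRC4 went from -0.34 ± 0.15 (SD, n = 2) to 0.79 ± 0.08 (n = 2) at 48 h, a log2 fold change of 1.14 (standard error 0.21, limma q = 0.00952), a call lost in 3 of 4 fits with single arrays left out. PIK3CD had a log2 fold change of 0.78 and was not called (q = 0.127). Another of its 3 probes rose by at least 1 on the log2 scale and was not called either. The probes of PIK3CD went in opposite directions at 24 h. From these genes and the enriched classes the paper proposes a basic role of vit C in immunity.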

Interestingly, CREB1 was up-regulated at 48 h; CREB has been shown to induce the transcription of immune-related genes that possess a CRE element and hence, one of the ways in which vit C exerts its immune modulatory effect is via CREB. 

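CREB1 had a normalized log2 signal of -0.53 ± 0.01 (SD, n = 2) in UT and -0.36 ± 0.10 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of 0.17 with a standard error of 0.34. It was not called at 48 h (limma q = 0.945) or 96 h (q = 0.512). At 48 h another of its 3 probes rose by at least 1 on the log2 scale and was not called. The probes of CREB1 went in opposite directions at 8 and 24 h.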

The enriched classes that showed down regulation at 48 h were ‘Regulation of cAMP metabolic process’, ‘Cholesterol transport’, ‘Cellular metal ion homeostasis’ and ‘Extracellular matrix organization’ (Fig. 8a). In view of the earlier described enriched class ‘Regulation of gene expression’, the enrichment of the GO class ‘Regulation of cAMP metabolic process’ was considered relevant. The down-regulated genes included those associated with the activation of adenylate cyclases (*e.g.* ADRB2, GNG7, VIPR2) and with the inhibition of adenylate cyclase, GABBR2 (Fig. 8a). This is suggestive of the regulatory effect of vit C on adenylate cyclase activity, thereby possibly modulating the levels of cAMP. 

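At 48 h GNG7 fell by 1.16 on the log2 scale in vit C-treated cells (standard error 0.26, limma q = 0.0236), a call lost in 3 of 4 fits with single arrays left out, with normexp background correction and with signals floored at 20. VIPR2 was not well above background on any array of 48 h and was not called (q = 0.976). GABBR2 was at least 1.28-fold lower and not called (q = 0.0594), and after quantile normalization it was called. GNG7 was not called at 48 h with the slide as a term.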

The down regulation of genes under the class ‘Cholesterol transport’ (APOC2, LIPG, MSR1, NPC2, OSBPL5, SOAT2) suggested the modulation in the uptake (MSR1), lipase activity (LIPG) and egress (NPC2) of cholesterol on vit C treatment. This emphasized the importance of vit C in maintaining cholesterol balance. 

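All 6 genes were lower in vit C-treated cells at 48 h, with a median log2 fold change of -1.17, and 4 were called by limma. APOC2 went from 6.03 ± 0.09 (SD, n = 2) to 4.95 ± 0.02 (n = 2, q = 0.00693). NPC2 fell by 1.15 on the log2 scale (q = 0.00412), MSR1 by 1.09 (q = 0.0478) and OSBPL5 by 1.23 (q = 0.0165). LIPG had a log2 fold change of -1.31 (q = 0.0703) and SOAT2 of -1.18 (q = 0.512), with SOAT2 well above background on 1 of 2 vit C-treated arrays, and neither was called. LIPG was called with signals floored at 20. With single arrays left out the call of OSBPL5 was lost in 4 of 4 fits, those of APOC2 and MSR1 in 1 of 4 and that of NPC2 in 0 of 4, and none of the 4 was called with the slide as a term. Of 23 cholesterol synthesis genes on a list fixed beforehand, 14 were higher at 48 h (14 or 15 under the other scalings), with a median log2 fold change of 0.05 and a mean of -0.02 (limma's camera, q = 0.82 over 10 list tests), and 0 were called, or called adjusted over the list alone. From the falls, the paper proposes that vit C changes the uptake, breakdown and egress of cholesterol.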

One interesting finding was the enrichment of class ‘Extracellular matrix organization’. The role of vit C in ECM remodeling has already been discussed under common up-regulated group of genes (Fig. 5a), and here the class was enriched under down regulation. This suggested that different choices are exerted in terms of genes regulation, depending upon the requirement of the cell *e.g.* at 48 h COL16A1 was up-regulated and COL8A1 was down-regulated (Fig. 8a). Also, at 48 h the selection of MMPs were different (Fig. 5a and Fig. 8a). 

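COL8A1 went from -2.40 ± 0.05 (SD, n = 2) in UT to -3.42 ± 0.27 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of -1.01 (standard error 0.34), and was not called (limma q = 0.124). Of the 9 genes drawn as down-regulated for this class (Fig. 8a), 9 were lower, with a median log2 fold change of -1.46, and 4 were called: MMP1, RXFP1, TIMP1 and TNFRSF11B.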

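At 48 h MMP1 went from 7.07 ± 0.11 (SD, n = 2) in UT to 5.61 ± 0.02 (n = 2) in vit C-treated cells (limma q = 0.00442). MMP1 had fallen by 2.00 on the log2 scale at 24 h (q = 0.000447) and was not called at 96 h (-0.41, q = 0.233).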

The enrichment of the class ‘Cellular metal ion homeostasis’ emphasizes the important role of vit C in maintaining ion equilibrium inside the macrophages. This class included genes coding for receptors (F2R) and ion channels (KCNK3). In addition, the gene involved in the maintenance of iron homeostasis and for the regulation of iron storage in macrophages, was also down-regulated on vit C treatment (HAMP, Fig. 8a). 

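F2R was at least 4.71-fold lower in vit C-treated cells at 48 h (limma q = 0.00756), where both UT arrays and no vit C-treated array were well above background. It was not called with normexp background correction, nor without UT 48 h replicate 2 or vit C 48 h replicate 1. KCNK3 had a log2 fold change of -1.05 by its brightest probe (q = 0.387) and was called by another of its 3 probes, a call lost in 4 of 4 fits with single arrays left out and with normexp background correction. Without vit C 48 h replicate 2 or replicate 1 in turn the brightest probe's value lay between -2.1 and -0.01, and its probes went in opposite directions at 8 h.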

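HAMP went from -1.4 ± 0.04 (SD, n = 2) in UT to -3.04 ± 0.07 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of -1.64 (standard error 0.20, limma q = 0.000661). It was also called lower at 8 h (-1.12, q = 0.0184) and 24 h (-1.04, q = 0.0112). At 96 h it was called higher, from -2.00 ± 0.07 (n = 3) to -0.36 ± 0.14 (n = 2, q = 0.000132). With the slide as a term or normexp background correction HAMP was not called at 48 h. The 10 genes drawn for this class (Fig. 8a) were all called lower with all arrays in the fit, KCNK3 by a probe other than its brightest, with a median log2 fold change of -1.62.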

As seen from the analysis, vit C treatment affected functional responses related to the maintenance of homeostasis, which is not surprising. Rather, the novelty lies in the gamut of regulatory roles played by vit C, at least at the transcriptional level.

**Fig. 8:**
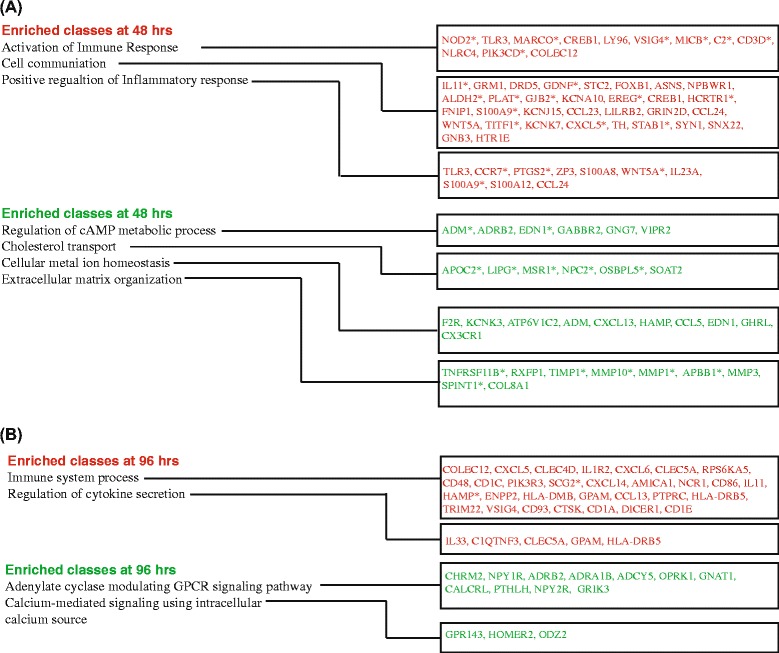
Sustained functional responses of THP-1 to vit C-treatment. Functional classes enriched at (**a**) 48 h and (**b**) 96 h are shown. The genes mentioned for each class, induced (*red*) or repressed (*green*), were obtained using log_2_ fold change ≥1 (*p*-value ≤0.05), genes marked with asterisk have FDR q ≤0.05

### Responses at 96 h

Persisting from 48 h onwards were the ‘Immune system process’ and ‘Regulation of cytokine secretion’ classes that reflect vit C to be of paramount importance for immune system function (Fig. 8b). 

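At 96 h, 16 of 32 chemokine genes on a list fixed beforehand were higher and 16 lower in vit C-treated cells (11 and 21 with normexp background correction), with a median log2 fold change of -0.01 and a mean of 0.04 (limma's camera, q = 0.731 over 10 list tests). By limma 12 of the list were called, 7 higher and 5 lower, and 14 adjusted over the list alone, 8 higher and 6 lower. CXCL5 went from 1.56 ± 0.74 (SD, n = 3) in UT to 4.63 ± 0.04 (n = 2) in vit C-treated cells, a log2 fold change of 3.07 (standard error 0.32, q = 9.62e-05). CXCL14 rose by 1.54 (q = 0.00236) and CXCL1 by 1.5 (q = 0.00136). CXCL2, CXCL3 and CCL13 were called higher by a probe other than their brightest, and CCL18 was well above background on no UT array. Called lower were CXCL13 (-2.15), CCL17 (-1.60), CCL19 (-1.53), CCL5 and CXCL11, the last well above background on no vit C-treated array.
Of 22 MHC class II and CD1 genes, 15 were higher at 96 h, with a median log2 fold change of 0.47 (camera, q = 0.000427), and the median was -0.01 with normexp background correction, where camera's direction stayed up (q = 0.000687). With fry the q was 0.000438 and with an estimated correlation 0.062, and over the settings tried with all arrays it lay between 7.77e-05 and 0.062. By limma 9 of the list were called, 7 higher and 2 lower, and 10 adjusted over the list alone. CD1C went from -1.19 ± 0.38 (n = 3) to 0.74 ± 0.17 (n = 2), a log2 fold change of 1.93 (standard error 0.23, q = 0.000281). CD1A rose by 1.12, HLA-DMB by 1.41, HLA-DRB5 by 1.44, HLA-DRB3 by 1.14 and HLA-DRB4 by 1.09, and CD1B was called by a probe other than its brightest. HLA-DRA and, by a probe other than its brightest, HLA-DOA were called lower, by probes well above background on no array of 96 h.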

Consistent with this role, the up-regulated classes at 96 h include genes coding for chemokines, coding for molecules involved in antigen presentation (Fig. 8b). Thus, vit C exerts its regulatory role on immune recognition (CD1 and HLA) as well as on levels of cytokines/chemokines, thereby aiding macrophages’ role in innate defence. 

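The 30 genes drawn for the class 'Immune system process' (Fig. 8b) had a median log2 fold change of 1.47 at 96 h, and all were higher in vit C-treated cells apart from 3 that were lower with normexp background correction and 1 that did not change with signals floored at 20. By limma 27 were called. The 5 genes drawn for 'Regulation of cytokine secretion' were all called higher. From these genes, the paper concludes that vit C regulates immune recognition and chemokine levels and so aids innate defence.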

Importantly, the expression pattern at the later time-point of the study *i.e.* 96 h, is indicative of a sustained cellular response to vit C.

Among the down-regulated classes, the enrichment of the class ‘Adenylate cyclase modulating GPCR signaling pathway’ indicated a sustained modulatory effect of vit C on cAMP levels and associated signaling (Fig. 8b). A careful examination of the genes involved, revealed the down regulation of genes responsible for the activation of adenylate cyclase (*e.g.* ADRB2, CALCRL) and also, the inhibition of adenylate cyclase activity (*e.g.* CHRM2, OPRK1, NPY1R). 

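At 96 h CHRM2 was at least 7.38-fold lower in vit C-treated cells (limma q = 3.91e-06, not called after quantile normalization), and NPY1R fell by 2.1 on the log2 scale (standard error 0.29, q = 0.000799). OPRK1 had a log2 fold change of -0.81 by its brightest probe (q = 0.16) and was called by the other. Without vit C 96 h replicate 1 the brightest probe's value was 0.05. CALCRL was called (q = 0.0318) but was not well above background on any array, so no fold is given, and its call was lost after quantile normalization, with normexp background correction and with the percentile over detected probes. The 11 genes drawn for this class (Fig. 8b) had a median log2 fold change of -1.11, with 10 called, and 5 were well above background on no array of 96 h. All 11 were lower, apart from 1 that was higher after quantile normalization. With signals floored at 20 the median was -0.11 and 7 of the 11 were lower.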

The plausible underlying explanation could be that it is the balance in the activities of these opposing functions, depending on the stimuli and their duration, which ultimately determines the intracellular levels of cAMP. Linked to the class ‘Chemical ion homeostasis’ described at 48 h, the down regulation of ‘Calcium related signaling using intracellular calcium source’ indicated the modulation of calcium ion-associated signaling pathways on vit C-treatment. The decreased expression of HOMER2 (interacts with Ryanodine receptors (RYR)) and also of the GPCR *i.e.* GPR143 that stimulates Ca^2+^ influx into the cytoplasm suggested modulatory effect of vit C on calcium-associated signaling (Fig. 8b).

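HOMER2 went from -0.82 ± 0.45 (SD, n = 3) in UT to -2.99 ± 0.26 (n = 2) in vit C-treated cells at 96 h, a log2 fold change of -2.16 (standard error 0.26, limma q = 0.000232), and was already called at 48 h (-1.17, q = 0.0325). GPR143 was called at 96 h (q = 0.0334) but was not well above background on any array, so no fold is given. Its call was lost after quantile normalization, with normexp background correction and with the percentile over detected probes, and in 4 of 5 fits with single arrays left out. From these falls the paper proposes that vit C modulates signalling by calcium.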

It is imperative to emphasize that although the temporal response to vit C was analyzed in a step-wise manner, the functional responses clearly reflected an interconnection of the biological pathways, that are integrated in a whole biological system.

## Discussion

The biological role of dietary antioxidant molecules is no longer simply ascribed to their ability to serve as ‘electron donors’; rather, antioxidants such as vit C in the present context, also act by modulating gene expression and signaling. In vivo and in vitro studies have shown that some of the effects of vit C on cells are at the transcriptional level [32–34]. The present study is the first report of the genome-wide effects of vitamin C on gene expression of differentiated THP-1 cells treated with a physiologically relevant concentration of vit C, namely circulating plasma concentration of *~* 100 μM. The intracellular concentration of vit C in THP-1 cells ranged between 20 μM and 80 μM during 8 to 48 h. Macrophages are expected to be constantly exposed to ~ 70 to 100 μM levels of vit C in nutritionally adequate subjects [5], therefore, the observed modulation of gene expression can be considered as a baseline macrophage-like cell response to physiological concentrations of vit C. It is remarkable that this baseline concentration of vit C mediates widespread changes in gene expression of THP-1 cells as revealed by whole genome enrichment analysis.

The major physiological processes modulated on vit C treatment in THP-1 cells are represented in Fig. 9. The earliest response (8 h) to vit C was reflected in the enriched ‘Regulation of gene expression’ GO class. The majority of the genes included in this class are transcriptional regulators. The target genes of some of these regulators (Fig. 7, Additional file 3: Table S1) function in diverse processes such as ECM organization and signal transduction. This was consistent with the recognized role of vit C in increasing collagen gene transcription in various cell types such as chondrocytes and skin fibroblasts, [35–39], stabilizing collagen mRNAs [40] and increasing procollagen secretion [41]. This suggests that ascorbate action not only involves hydroxylation and stabilization of the collagen triple helix [42], it also involves direct or indirect effects on gene expression and protein secretion. ‘Regulation of cAMP metabolic process’ was detected as an enriched class from 48 h onwards, which pointed towards the modulatory effects of vit C on cAMP, consistent with vit C being proposed as a ‘global regulator’ of intracellular cAMP [43, 44]. This advances the possibility that the modulatory effects of vit C on cAMP might be one of the mechanisms by which vit C regulates gene expression.

**Fig. 9:**
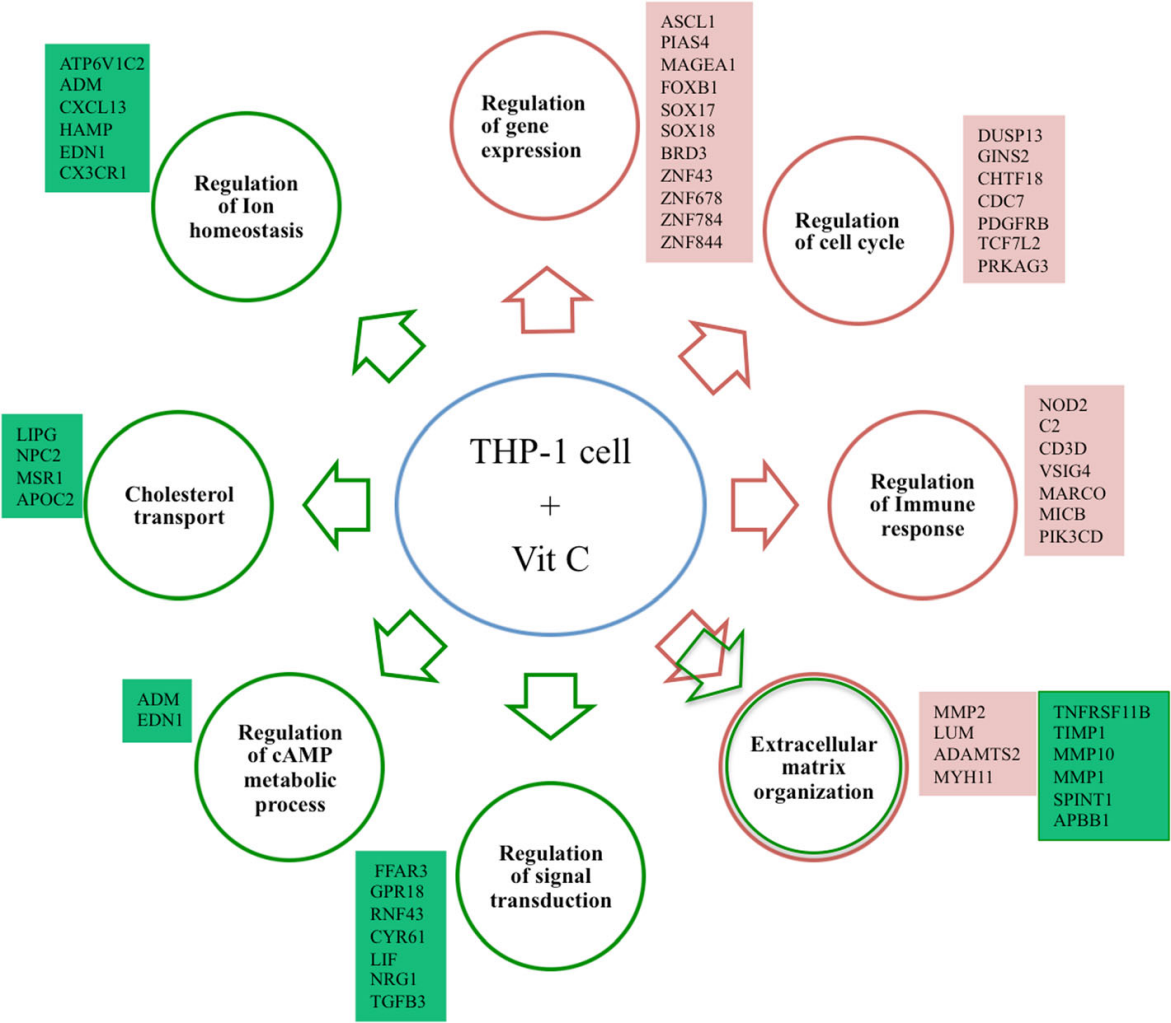
Vit C regulates a wide spectrum of biological processes. The enriched functional processes that are up-regulated (*red*) and down-regulated (*green*) along with the top induced or repressed genes (log_2_ fold change ≥1, with FDR corrected *p*-value ≤0.05) in the same color code are shown. *Double colored arrow* indicates the enriched class under both up- and down-regulation

Vit C seemed to exert its effect on other notable functional processes in THP-1 cells as well, namely, ‘Cell cycle’, ‘DNA replication’ and ‘Chromosomal organization’ (Table 1) at 24 h and included genes belonging to various GO classes reflecting role of vit C at different steps in the cell cycle such as cell cycle check point, G1 to S transition, genes involved in DNA replication and repair as well as genes involved in chromosomal remodeling. Many reports have explained the effect of vit C on cell cycle processes [45, 46]. Similarly, Belin et al. demonstrated the anti-proliferative role of vit C, potentially due to the inhibition of expression of genes involved in cell division progression [47]. Another noteworthy response to vit C was ‘Extracellular matrix organization’ biological process. ECM organization is a well-known process where vit C plays an essential role. This class was enriched in both up and down regulation (summarized in Fig. 9) and is consistent with the essential cofactor function of vit C in the synthesis of collagen, the main structural component of ECM. Vit C is required for the hydroxylation of proline residues in collagen chains by prolyl hydroxylase [48], for proper triple helix assembly in the endoplasmic reticulum and for the secretion of procollagen [49]. A study of skin fibroblasts reported the modulatory effects of a stable vit C derivative (AA2P) on ECM remodeling [50]. A comparison of the gene profiles of THP-1 and skin fibroblast cells revealed a similar GO enrichment analysis with a differential selection of genes in these two cell types for the same physiological response. For example, IL-6 is down-regulated in THP-1 cells, whereas this gene is induced in skin fibroblasts [50].

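IL6 was not called at any time point by limma. At 8 h it was at least 1.03-fold lower in vit C-treated cells (q = 0.11), with 1 of 2 UT arrays and 0 of 3 vit C-treated arrays well above background. At 24 h its log2 fold change was 0.54 (q = 0.382), and -0.05 with normexp background correction. At 48 h it was 0.19 (q = 0.949) and at 96 h -0.75 (q = 0.162), from -2.19 ± 0.56 (SD, n = 3) to -2.95 ± 0.25 (n = 2).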

‘Modulation of Immune response’ is one of the most noteworthy functions of vit C (48 h onwards) [51–55]. Vit C appears to mediate the regulation of various aspects of the immune response, namely, innate receptors, chemokines, antigen presentation, immune signaling and transcriptional regulation. Another interesting class where vit C exerted its effect was ‘Cholesterol transport’. The association between cholesterol metabolism and vit C was observed when chronic latent vitamin C deficiency led to hypercholesterolaemia and cholesterol accumulation in certain tissues [56], suggesting that deficiency of vitamin C might deregulate cholesterol homeostasis. The THP-1 cell infection model is widely considered as a suitable model for studies of Mtb infection [21, 23]. Interestingly, Mtb infection results in the acquisition of a foam cell phenotype [57], wherein, Mtb maintains itself within lipid bodies and develops drug tolerance [57, 58]. THP-1 cells have also been established as a model to study atherosclerosis due to its foam cell phenotype [59]. Enrichment analysis in the present study showed down regulation of genes (Fig. 8a) participating in lipase activity (ApoC2, LIPG), uptake (MSR1) and egress (NPC2). Further analysis of ATP-binding cassette transporters, ABCA1 and ABCG1, which play a pivotal role in cholesterol efflux from macrophage foam cells [60], revealed no significant change in expression. Additionally, nuclear receptors, peroxisome proliferator activated receptors (PPARs) known to exert anti-atherogenic effects by enhancing cholesterol efflux via activation of the liver X receptor (LXR)-ABCA1 pathway [61, 62], showed up regulation by nearly 2-fold at 48 h (PPARα and PPARγ). 

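ABCA1 had log2 fold changes of -0.07 at 24 h, 0.13 at 48 h and 0.18 at 96 h, with limma q of 0.893, 0.962 and 0.688, and its 3 probes went in opposite directions at 8 h. ABCG1 had -0.59 at 24 h, -0.17 at 48 h and 0.15 at 96 h, with q of 0.501, 0.998 and 0.873, and at 8 h was well above background on 1 of 5 arrays. The standard errors at 48 h were 0.28 for ABCA1 and 0.54 for ABCG1.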

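PPARG went from 2.08 ± 0.06 (SD, n = 2) in UT to 3.19 ± 0.40 (n = 2) in vit C-treated cells at 48 h, a log2 fold change of 1.11 (standard error 0.26, limma q = 0.0282). This call was lost in 3 of 4 fits with single arrays left out, with normexp background correction and with the slide as a term. PPARA had a log2 fold change of 0.61 at 48 h and was not called (q = 0.532), and was called with signals floored at 20. Without the floor, another of its 4 probes rose by at least 1 on the log2 scale and was not called. The probes of PPARA went in opposite directions at 8, 24 and 96 h.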

At physiological levels, the function of vit C in THP-1 cells appears to be more towards balancing the uptake and efflux of cholesterol and thereby preventing the formation of foam cells.

A novel role of vit C was observed to be in ‘Cellular metal ion homeostasis’, particularly in calcium homeostasis as evident by the enrichment of the class ‘Calcium-mediated signaling using intracellular calcium source’ (at 96 h). The decreased expression of genes involved in calcium associated signaling such as GPR143 and HOMER2, indicated the regulation of calcium ion on vit C treatment. There is no report in the literature to the best of our knowledge that has described this regulatory role of vit C. Another ion of interest is iron. Vit C within mammalian systems can regulate cellular iron uptake and metabolism, both at the transcriptional and post-transcriptional levels. The major regulatory factor for the transcriptional control of certain genes involved in iron metabolism is the HIF system that responds to changes in oxygen (O_2_) tension, intracellular iron and vit C levels. The HIF system includes the O_2_and iron-regulated proteins, HIF1α and HIF2α [63, 64]. Under conditions of normoxia, high levels of vit C (>100 μM) and iron, prolylhydroxylases are fully active and hydroxylate the 1α subunit at specific proline residues [65, 66], targeting HIF1α for proteasomal degradation [67, 68]. Under the condition of low O_2_ (3–5% O_2,_ in vivo), low iron, and low vit C, HIF1α /2α proteins are stabilized and activate the transcription of specific genes that contain hypoxia- response elements (HREs), such as genes encoding Tf(TF), TfR1 (TFRC). Interestingly, none of the HIF target genes (described by Lane and Richardson [69]) showed any change of expression in THP-1 cells on vit C-treatment, possibly owing to the differences in regulatory mechanism under cell culture and in vivo conditions [68, 70, 71].

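TFRC had log2 fold changes of -0.16, -0.23, -0.21 and -0.09 at 8, 24, 48 and 96 h and was not called by limma. The 4 probes of TF went in opposite directions at every time point, so TF was not tested. On a list of HIF target genes fixed beforehand, 47 genes were on the array and 44 had a probe well above background on every array of a group. For the effect averaged over the 4 time points, 30 of the 44 were lower in vit C-treated cells (23 with the percentile over detected probes), with a median log2 fold change of -0.07 and a mean of -0.15 (limma's camera, q = 0.576 over 10 list tests). With fry the q was 0.00161 and with an estimated correlation 0.512, and the highest of the settings tried with all arrays was 0.885. The medians were -0.20, -0.21, -0.15 and 0.12 at 8, 24, 48 and 96 h, and that of 96 h lay between 0.02 and 0.26 under the other scalings. By limma 4 genes of the list were called on the average, as many adjusted over the list alone. ADM changed by -1.50 (q = 2.3e-06) and ANGPTL4 by -1.23 (q = 1e-04), which shrank to -0.70 under another scaling. EGLN3 was called lower (q = 0.00605), but was well above background only on both UT arrays of 8 h and 1 of 3 UT arrays of 24 h, and its averaged change shrank to -0.16 under another scaling. VEGFA was called higher by a probe other than its brightest, which changed by 0.41 (q = 0.178). ADM was called lower at 8 h (-1.25, q = 0.0191), 24 h (-2.19, q = 0.000164) and 48 h (-1.87, q = 0.000761) and not at 96 h (-0.68). ANGPTL4 was called lower at 24 h (-1.56, and -0.93 under another scaling) and 48 h (-1.59, and -0.76). EGLN3 was called lower at 8 h only (q = 0.0406), where its change shrank to -0.43 under another scaling and kept its sign under all. The change of EGLN3 shrank to 0 under another scaling at 24 and 48 h, and its sign changed at 96 h. ADM and ANGPTL4 are also among the genes that the paper draws as down-regulated in Fig. 6a. The paper's statement on HIF targets refers to the list that it cites. The paper proposes that differences in regulation between cell culture and the body account for its own finding on HIF targets.

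**Figure D3:**
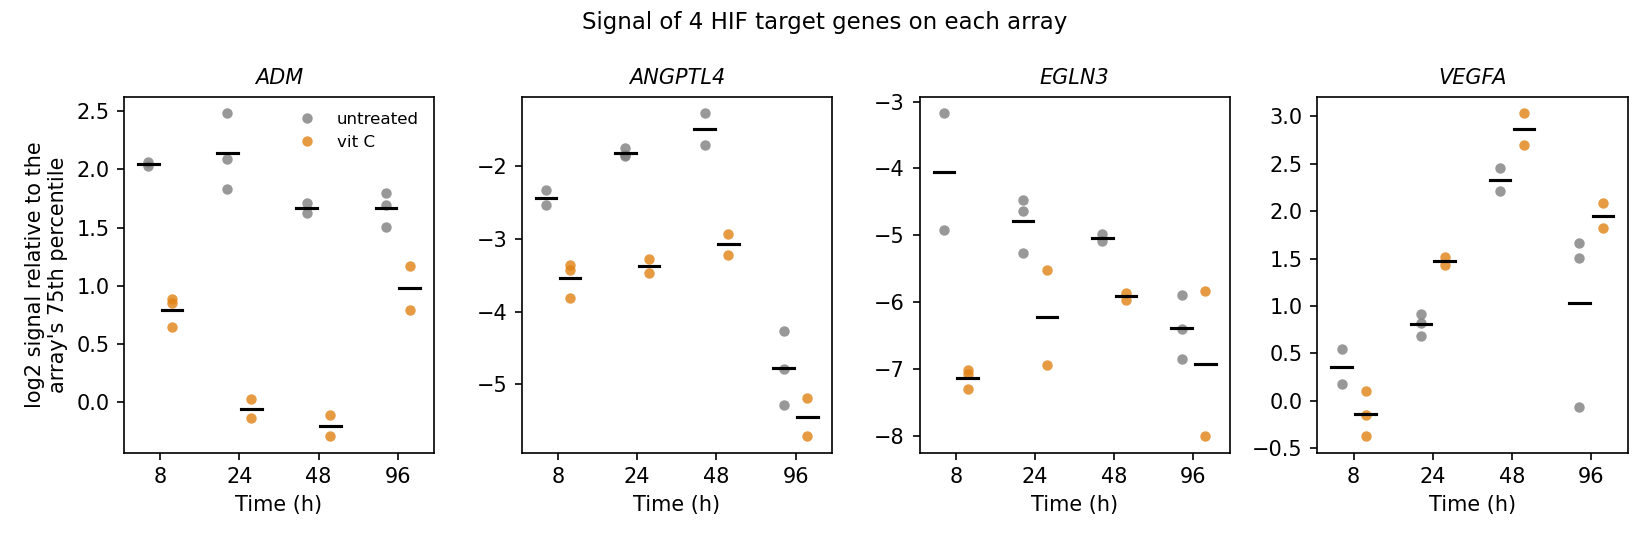
Log2 signal relative to the array's 75th percentile for ADM, ANGPTL4, EGLN3 and VEGFA at 8, 24, 48 and 96 h, with 1 point per array in UT and vit C-treated cells and a bar at the group mean. ADM and ANGPTL4 have lower means in vit C-treated cells at each time point under every scaling tried. EGLN3 is lower at 8 h under every scaling tried, shrinks to 0 under another scaling at 24 and 48 h and changes sign at 96 h.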

A comparison with the responses of skin fibroblasts to [50] suggested that macrophages were far more responsive to treatment with vit C; nearly 294 genes were shown to be differentially regulated in skin fibroblasts at 5 days [50], in contrast, 874 genes were differentially regulated at the earliest time-point *i.e.* 8 h in THP-1 cells. The number of DRGs, however, decline from 8 to 96 h.

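On a list of 35 oxidative stress genes fixed beforehand, 23 were lower in vit C-treated cells (21 to 24 under the other scalings) for the effect averaged over the 4 time points, with a median log2 fold change of -0.13 (limma's camera, q = 0.61 over 10 list tests). With fry the q was 0.00558 and with an estimated correlation 0.705, and the highest of the settings tried with all arrays was 0.885. By limma only SLC7A11 was called, by a probe other than its brightest that changed by 1.00, and it was 1 gene as well when adjusted over the list alone.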

The absence of cellular response to oxidative stress was a notable finding of this study. It has been reported that pharmacological levels of vit C (0.3 mM to 20 mM) mediate Fenton chemistry that occurs readily in vitro and generates reactive oxygen species [72]. However, due to the non-availability of catalytic metal ions in vivo and in cell culture owing to their sequestration by various metal binding proteins such as ferritin, transferrin, and ceruloplasmin [73, 74], there are minimal chances of the occurrence of Fenton reaction [74]. Thus, the pro-oxidant effect of vit C can be ruled out in the present study as vit C was used at physiological levels and not at pharmacological levels [72, 75].

## Conclusions

In conclusion, this genome-wide transcriptome analysis has disclosed that vit C, being an essential dietary component, regulates a wide spectrum of biological processes in THP-1 macrophages. These insights have opened a new dimension to be explored towards understanding the pleiotropic effects of vit C on eukaryotic gene expression and function. The study will also have an impact on curating databases and biological networks. The present findings further point towards the potential utility of the THP-1 cell model for examining the role of vit C in modulating macrophage responses to various stresses, including infection by intracellular pathogens.

## Additional files

Additional file 1: Figure S1. Viability of vit C –treated THP-1 cells at 96 h. PMA-differentiated THP-1 cells were treated with 100 μM vit C in 96-well plate format. At 96 h post vit C-treatment, viability was assessed using MTT assay and A_590_ was measured. UT represents untreated control. Mean ± SD is plotted from six readings. The difference was not significant (*p* = 0.6) as calculated using Two-tailed unpaired t-test.

Additional file 2: Figure S2a. Fold expression values for the housekeeping genes. Heat map was generated using the fold expression values for ten housekeeping genes. **Figure S2b.** Raw gProcessed signal intensity values for housekeeping genes. The values shown on the Y-axis (log_2_ scale) are the background subtracted raw intensity values. UT, untreated; AA, ascorbic acid (vit C- treatment). The numbers in sample names refer to biological replicate numbers.

Additional file 3: Table S1. Target gene expression of regulatory genes enriched in class ‘Regulation of gene expression’ at 8 h.

# Supplementary material for: Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line
**Source:** BMC Genomics. 2017 Mar 23;18:252. doi: 10.1186/s12864-017-3635-4
**Supplement:** Supplementary file 1 — Viability of vit C –treated THP-1 cells at 96 h. PMA-differentiated THP-1 cells were treated with 100 μM vit C in 96-well plate format. At 96 h post vit C-treatment, viability was assessed using MTT assay and A590 was measured. UT represents untreated control. Mean ± SD is plotted from six readings. The difference was not significant (p = 0.6) as calculated using Two-tailed unpaired t-test.

**Additional File 1**

**Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line.**

**Figure S1**

**Figure S1. Viability of vit C –treated THP-1 cells at 96 hrs.** PMA-differentiated THP-1 cells were treated with 100 μM vit C in 96-well plate format. At 96 hrs post vit C-treatment, viability was assessed using MTT assay and A_590_ was measured. UT represents untreated control. Mean±SD is plotted from six readings. The difference between UT and vit C was not significant (p=0.6) as calculated using Two-tailed unpaired t-test.

# Supplementary material for: Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line
**Source:** BMC Genomics. 2017 Mar 23;18:252. doi: 10.1186/s12864-017-3635-4
**Supplement:** Supplementary file 2 — Fold expression values for the housekeeping genes. Heat map was generated using the fold expression values for ten housekeeping genes. Figure S2b. Raw gProcessed signal intensity values for housekeeping genes. The values shown on the Y-axis (log2 scale) are the background subtracted raw intensity values. UT, untreated; AA, ascorbic acid (vit C- treatment). The numbers in sample names refer to biological replicate numbers.

**Additional File 2**

**Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line.**

**Figure S2a**

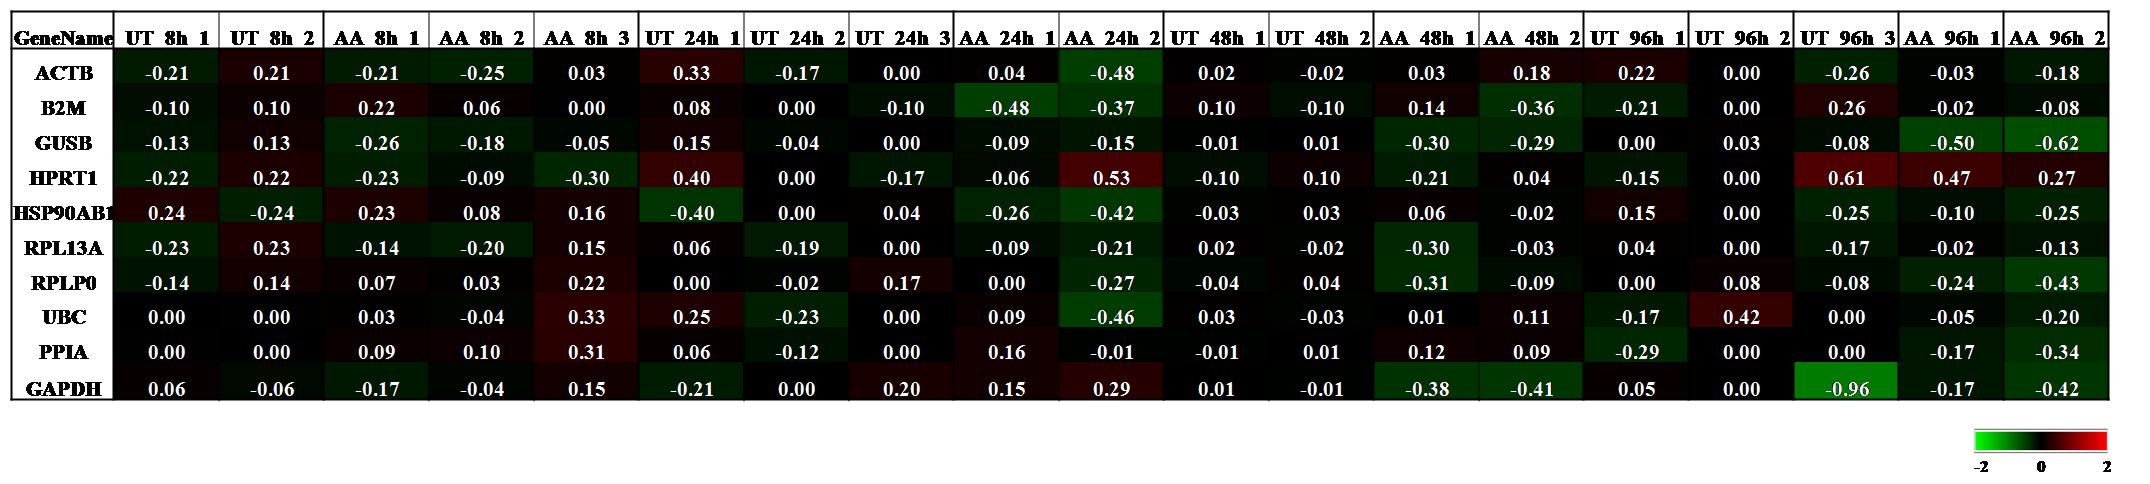

**Figure S2a. Fold expression values for ten housekeeping genes.** Heat map was generated using the fold expression values for ten housekeeping genes.

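The heat map shows, for each of 10 housekeeping genes, the change between vit C-treated and UT cells at each time point. In the values normalized to the 75th percentile, 0 of the 10 were called by limma at any time point. The largest absolute log2 fold change of a gene over the 4 time points lay between 0.16 (RPL13A at 48 h) and 0.54 (GUSB at 96 h). At 8 and 24 h 7 were lower, at 48 h 6, and at 96 h 9, against 5 at 96 h with normexp background correction or the percentile over detected probes and 3 after quantile normalization. Between 3 and 5 of the 10 had probes in opposite directions at a time point and were not tested there.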

UT, untreated; AA, ascorbic acid (vit C- treatment). The numbers in sample names refer to biological replicate numbers.

**Figure S2b**

**
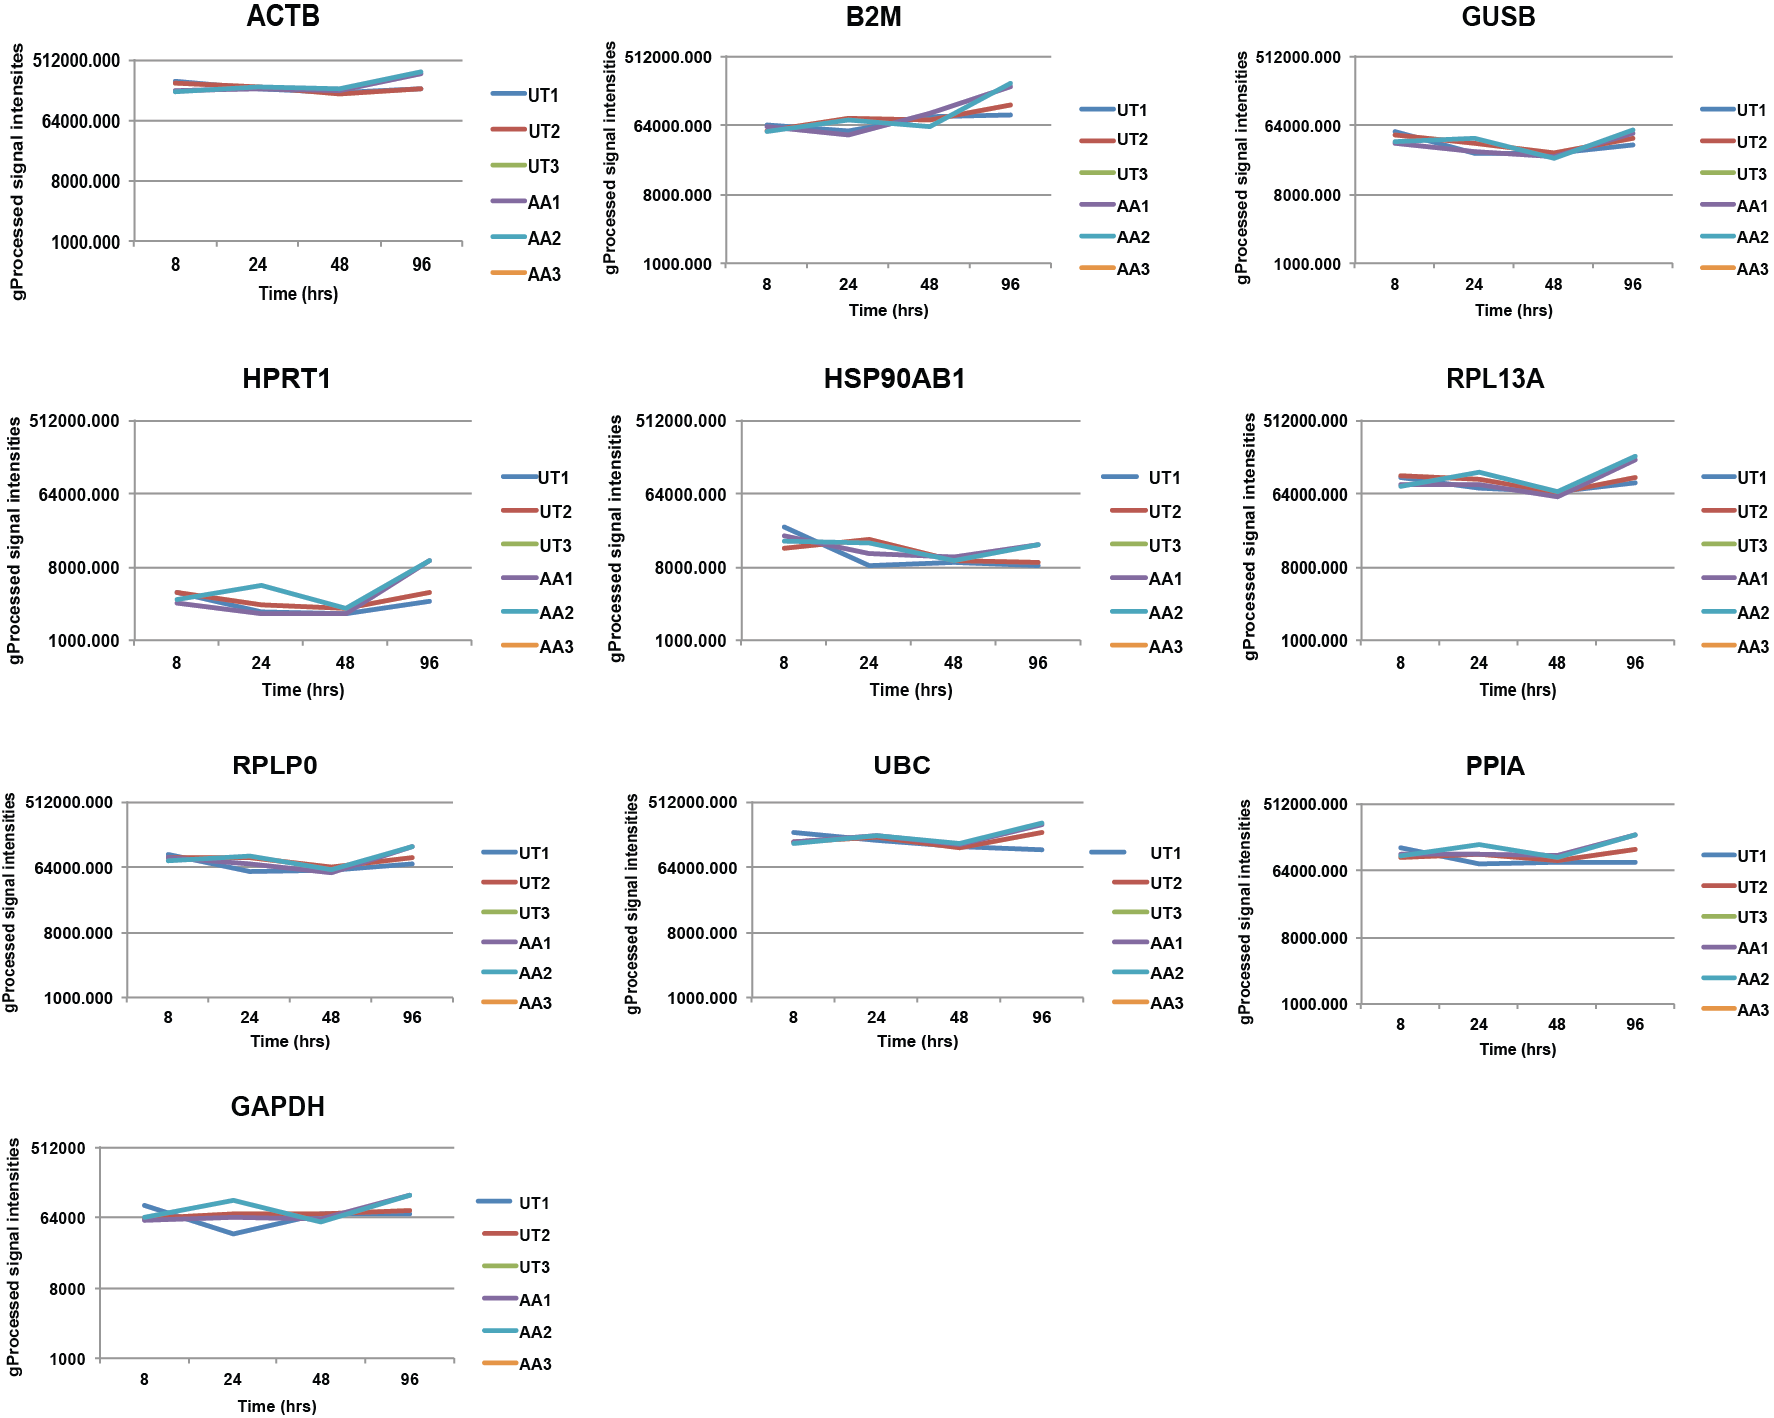
**

**Figure S2b. Raw gProcessed signal intensity values for ten housekeeping genes.** The values shown on the Y-axis (log_2_ scale) are the background subtracted raw intensity values. UT, untreated; AA, ascorbic acid (vit C- treatment). The numbers in sample names refer to biological replicate numbers.

# Supplementary material for: Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line
**Source:** BMC Genomics. 2017 Mar 23;18:252. doi: 10.1186/s12864-017-3635-4
**Supplement:** Supplementary file 3 — Target gene expression of regulatory genes enriched in class ‘Regulation of gene expression’ at 8 h.

**Additional File 3**

**Genome-wide expression profiling establishes novel modulatory roles of vitamin C in THP-1 human monocytic cell line.**

**Table S1: Target gene expression of regulatory genes enriched in class ‘Regulation of gene expression’ at 8 hrs**

|  |  |  | **Target Gene expression, Time (hrs)** | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Regulator*** | **Target^#^** | **GO term (Biological processes)^$^** | **8** | **24** | **48** | **96** | **Reference** |
| ASCL1 | DKK1 | Regulation of gene expression | 0.3 | -0.7 | 0.1 | -1.0 | [1] |
| ASCL1 | IGF2 | Positive regulation of MAPK cascade, Regulation of gene expression | 0.0 | -0.7 | 0.0 | -1.0 | [2] |
| ASCL1 | PCSK6 | Regulation of gene expression, Regulation of signal transduction | -0.4 | -2.0 | -0.6 | -1.6 | [3] |
| ASCL1 | TPH1 | Oxidation reduction process | 0.2 | -0.6 | 0.2 | -1.3 | [1] |
| EVX1 | GSC | Regulation of gene expression | 0.0 | 0.0 | -0.5 | -1.5 | [4] |
| PIAS4 | MUC1 | Cellular homeostasis | -0.1 | 0.5 | -0.2 | -0.6 | [5] |
| PIAS4 | VDR | Regulation of gene expression, Cellular calcium ion homeostasis | -0.6 | -0.2 | -0.6 | -0.6 | [6] |
| SOX17 | HNF4A | Regulation of gene expression, Lipid metabolic process | 0.0 | -0.6 | 0.0 | -1.0 | [7] |
| SOX18 | MMP7 | Extracellular matrix organization | 0.3 | 1.4 | 0.2 | -1.2 | [8] |

*indicates the genes (log_2_ fold ≥1, p-value ≤0.05) enriched in the class Regulation of gene expression at 8 hrs **(Fig. 7)**

**^#^**Target indicates the genes identified from the literature to be under regulatory control of respective regulators ^$^GO term indicates the gene ontology term under the Biological process hierarchy. The values indicate the log_2_ fold expression of target genes.

**References:**

1. Johansson TA, Westin G, Skogseid B: **Identification of Achaete-scute complex-like 1 (ASCL1) target genes and evaluation of DKK1 and TPH1 expression in pancreatic endocrine tumours**. *BMC Cancer* 2009, **9**:321.

2. Li J, Neumann I, Volkmer I, Staege MS: **Down-regulation of achaete-scute complex homolog 1 (ASCL1) in neuroblastoma cells induces up-regulation of insulin-like growth factor 2 (IGF2)**. *Mol Biol Rep* 2011, **38**(3):1515-1521.

3. Yoshida I, Koide S, Hasegawa SI, Nakagawara A, Tsuji A, Matsuda Y: **Proprotein convertase PACE4 is down-regulated by the basic helix-loop-helix transcription factor hASH-1 and MASH-1**. *Biochem J* 2001, **360**(Pt 3):683-689.

4. Kalisz M, Winzi M, Bisgaard HC, Serup P: **EVEN-SKIPPED HOMEOBOX 1 controls human ES cell differentiation by directly repressing GOOSECOID expression**. *Dev Biol* 2012, **362**(1):94-103.

5. Brayman MJ, Dharmaraj N, Lagow E, Carson DD: **MUC1 expression is repressed by protein inhibitor of activated signal transducer and activator of transcription-y**. *Mol Endocrinol* 2007, **21**(11):2725-2737.

6. Jena S, Lee WP, Doherty D, Thompson PD: **PIAS4 represses vitamin D receptor-mediated signaling and acts as an E3-SUMO ligase towards vitamin D receptor**. *J Steroid Biochem Mol Biol* 2012, **132**(1-2):24-31.

7. Takayama K, Inamura M, Kawabata K, Katayama K, Higuchi M, Tashiro K, Nonaka A, Sakurai F, Hayakawa T, Furue MK *et al*: **Efficient generation of functional hepatocytes from human embryonic stem cells and induced pluripotent stem cells by HNF4alpha transduction**. *Mol Ther* 2012, **20**(1):127-137.

8. Hoeth M, Niederleithner H, Hofer-Warbinek R, Bilban M, Mayer H, Resch U, Lemberger C, Wagner O, Hofer E, Petzelbauer P *et al*: **The transcription factor SOX18 regulates the expression of matrix metalloproteinase 7 and guidance molecules in human endothelial cells**. *PLoS One* 2012, **7**(1):e30982.

How the deposited data were processed for this re-analysis (not part of the article)

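THP-1 cells differentiated with PMA were left untreated or given vit C and harvested after 8, 24, 48 and 96 h. RNA was measured on 19 Agilent one-colour arrays, 2, 3, 2 and 3 of UT cells and 3, 2, 2 and 2 of vit C-treated cells at the 4 time points, after the authors set aside samples of lower RNA quality. Each array was taken as 1 replicate of the group that its label gives. The labels and the paper name no donor, batch or day that replicates with the same number share.

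For the intensity values, the authors scanned each array and extracted spot intensities with Agilent's Feature Extraction, version 10.5.1.1 in the headers of the deposited files. According to those headers, the processed signal was made with spatial and multiplicative detrending switched on, local background correction switched off and surrogates for low signals switched on, with no normalization between arrays. For the log2 values, the authors took the signal to log2 in GeneSpring and shifted each array to its 75th percentile, without centring genes, before they deposited them in the series matrix. For probes with 1 spot the series matrix was checked to hold the log2 of the processed signal minus 1 constant per array. For the 130 probes with 11 spots it differed in how spots were merged. The scanner files were used throughout, and the series matrix values served as an alternative.

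Of 52857 spots per array, 51538 were not controls. Replicate spots were averaged on the log2 scale, which gave 50238 probes for 31033 gene names. Gene names are those of the array's design, and 15590 are a current symbol of the human RefSeq annotation, or 19040 with older symbols counted. The 75th percentile of each array was subtracted. It ranged from 296.9 to 922, and 57.5% to 72.8% of probes per array were marked well above background by the scanner software. On all arrays 25683 probes were. No spot was saturated on any array. Between 30 and 79 spots per array were marked as outliers, and their signals were left out except in the series matrix values. Of a probe that is near background in both groups no fold is given, and a fold is a lower bound where no array of 1 group was well above background.

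All tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A model of 8 group means was fitted to the 19 arrays with limma (lmFit and eBayes), 2-sided. A probe passed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg q of at most 0.05, the thresholds of the methods. Genes whose probes went in opposite directions were removed before the adjustment, as in the methods, and a gene counted once. The methods' t-test was run as an alternative, because groups of 2 or 3 arrays give it little to estimate the spread from. The comparisons were vit C-treated against UT cells at each time point, the average of these 4 effects, an F test of the differences between the 4 effects, and UT cells at 96 h against 8 h. The value of a gene is that of the probe with the highest mean normalized signal.

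Gene lists were tested with limma's camera, with a correlation between genes of 0.01, on gene means of probes. The genes tested had a probe well above background on every array of at least 1 group. The lists were DNA replication and mitosis genes at 24 h, zinc finger genes at 8 h, MHC class II with CD1 genes and chemokine genes at 96 h, GLUT and SVCT genes at 8 and at 96 h, HIF target and oxidative stress genes for the average effect, and cholesterol synthesis genes at 48 h. The q of a list is adjusted over these 10 list tests. Some genes of the DNA replication, HIF target, oxidative stress and MHC lists also appear in the paper. The HIF target genes that the paper does not name were tested apart. The lists come from general knowledge and not from a database.

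The genes named are those that the paper names for these arrays. At each time point the 3 largest rises and 3 largest falls are added, among called genes with a called probe that was well above background on every array of both groups and whose arrays did not overlap between the groups. They are ranked by the called probe with the largest change and printed with the value of the brightest.

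The comparisons, thresholds, gene lists, rule for named genes and alternatives were chosen before the data were examined, apart from those that the text gives as chosen after. The alternatives were the methods' t-test, a fit per time point, eBayes with an intensity trend, quantile normalization, normexp background correction with an offset of 50, the percentile over detected probes, a floor of 20, dim probes left out or kept, gene means of probes, opposing probes kept, an unadjusted p, the slide as a fixed or random block, the replicate number as a block, array weights, the series matrix values, fry, camera with an estimated correlation, and each array left out in turn. With an array left out of a group of 2, the lone array is assumed to vary like the other groups. Under the floor, 13413 of the 50238 probes lay at the floor on every array and have no spread. They were left out and 36825 were fitted, a step chosen after the first floored counts were seen. Chosen after the values were seen were 8 ways of counting DRGs, the fold change against the median of the UT arrays, the alternatives for the F test and the slide as a block for UT cells. For the average effect, 100 splits of the arrays within time points, the real one included, were drawn with a fixed seed.

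The calculations were tested on simulated data that had the spread of the arrays and 200 probes shifted by a log2 change of 2. The limma test recovered 186, 171, 164 and 175 of them at 8, 24, 48 and 96 h, with 13, 9, 4 and 10 false calls, and the methods' t-test recovered 0. The F test recovered between 91 and 127. Camera gave a p between 2.91e-14 and 2.37e-08 for a list shifted by 0.3, and between 0.127 and 0.931 for a list with no shift. The simulated probes varied independently, without a slide effect, and dim genes were kept. The simulation therefore cannot show how the list tests behave where genes are correlated or slides differ.

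The arrays lay on 4 slides, according to the file headers. UT and vit C-treated arrays shared a slide in 1 case only, so the slide could be fitted beside the treatment at 8, 24 and 48 h through the UT 96 h arrays and not at 96 h. At 48 h this fit rests on 1 vit C-treated array, since the other was alone on its slide. The enrichment of gene ontology classes and the measurements of vit C uptake and of viability were not analysed here. Results for a few single genes are not reported here.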

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

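The tests of technical explanations in this part, the alternatives for the differences between time points and the slide as a term for UT cells were chosen only after the results were seen.

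The effect of vit C differed between the 4 time points at 473 probes of 422 genes by limma's F test, which is 0.942% of the probes, with 7775 genes at an unadjusted p of at most 0.05. This difference between groups is what called for a closer look. Against signals near background as its whole cause, only 6.34% of the 473 probes were not well above background on every array of any group. The slide and scan day of the vit C 96 h arrays stay open. Between 8, 24 and 48 h alone 73 probes differed, 57 of them among the 473. In tests chosen after the values were seen, 69 differed with 8 h left out, 68 of them among the 473, 294 with 24 h left out and 213 with 48 h left out, so the count drops without 8 h as it does without 96 h. At 96 h both vit C-treated arrays lay on a slide of their own, scanned on another day, and the batch and the treatment cannot be told apart. The 73 are not free of the slide either, since 1 of the 2 vit C 48 h arrays lay on a slide apart from those of 8 and 24 h. The count fell to 114 without vit C 96 h replicate 1 and rose to 1437 without UT 96 h replicate 3. It was 504 with the percentile over detected probes, 760 after quantile normalization, 860 with normexp background correction and 1906 with signals floored at 20. A response to vit C that changes with time, which the time points of the design allow, stays open and was not tested apart from the slide.

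UT cells differed between 96 and 8 h in 4263 genes (limma, 2367 higher and 1896 lower at 96 h), a signal in a comparison that the paper does not report. Of these genes 10.7% had no probe well above background on every array of either group, which argues against signals near background as the whole cause. A fit with the slide as a term called 2847 genes. It rests on 1 UT 96 h array, the only one on the slide of the UT 8 h arrays. The slide does not vary between these arrays, so a difference between slides cannot by itself make these calls. With 1 array, however, the time cannot be told apart from a deviation of that array or its culture. How much of the 4263 comes from the slide therefore stays open. The count was 4202 after quantile normalization, 4241 with the percentile over detected probes, 3503 with signals floored at 20 and 2383 with normexp background correction. With single arrays left out it lay between 3290 and 4990, and it was 4431 without UT 96 h replicate 3. Cultures that were set up or harvested apart stay open, since neither the labels nor the paper give the culture of each array. The design names time in culture after PMA as a biological difference, and it may explain these changes, as a hypothesis found and tested on the same arrays.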

How the results depend on the processing

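Chosen only after the values were seen were 8 ways of counting DRGs, the fold change against the median of the UT arrays, the alternatives for the differences between time points and the slide as a block for UT cells. Counts are given for 8, 24, 48 and 96 h in this order, beside 140, 435, 934 and 3329. For the changes in this part the cause was not tested, except where fewer arrays or probes enter by construction.

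By test, the methods' t-test called 11, 0, 1 and 0 genes, and 0 of the 133 pairs of a time point and a gene that the text names, of which limma called 51. A fit per time point called 508, 199, 0 and 3 genes and 4 pairs. At an unadjusted p limma gave 1769, 2248 and 2462 genes at 8, 24 and 48 h, and the methods' t-test, in a way of counting chosen after the values were seen, 1295, 1322, 1522 and 3272. Also chosen after were the methods' t-test adjusted past the fold change only (814, 353, 165 and 27, with 13 pairs) and the fold change alone (2463, 3090, 3267 and 5719, with 95 pairs). So were Welch's test at an unadjusted p (885 at 8 h and 981 at 24 h) and adjusted past the fold change (171, 3, 0 and 0, with 0 pairs). A 1-sample test against the UT median, the last of these, gave 1647 at 8 h, 612 at 24 h, 1013 at 48 h and 1650 at 96 h at an unadjusted p. Adjusted over all probes it gave 0 at each time point and 0 pairs, and past the fold change 1391, 0, 0 and 0 with 5 pairs.

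An intensity trend in eBayes gave 211 genes at 8 h and 1674 at 96 h, and array weights gave 1068, 279, 1890 and 5801. Quantile normalization gave 1002 at 96 h and, chosen after, 760 probes that differ between time points, beside 473. Normexp background correction gave 213, 251, 468 and 794, 247 on average beside 922, 2383 for UT cells at 96 h against 8 h beside 4263, and, chosen after, 860 probes that differ between time points. The percentile over detected probes gave 1452 at 96 h. A floor of 20 gave 886 at 96 h, 507 on average and, chosen after, 1906 probes that differ between time points, with fewer probes fitted. With dim probes left out 961 genes were called at 96 h, with fewer genes tested. Signal over background limits the 96 h result: 66.5% of its DRGs had no probe well above background on every array of a group, against 19.3% at 8 h.

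The share of DRGs that were higher with vit C also moved. At 8 h it was 60.7%, and 92% (196 of 213) with normexp background correction and 72.6% (143 higher, 54 lower) with the floor. With either UT 8 h array left out more of the called genes were lower than higher, in fits that rest on the other UT array. At 24 h 216 were higher and 219 lower, against 368 and 192 after quantile normalization, 157 and 94 with normexp background correction, 324 and 214 with the floor and 303 and 198 with dim probes left out. At 96 h 726 were higher and 2603 lower, against 588 and 1086 with the trend and 221 and 573 with normexp background correction. They were 563 and 439 after quantile normalization, 739 and 713 with the percentile over detected probes, 538 and 348 with the floor, and 579 and 382 with dim probes left out. On average 553 were higher and 369 lower, against 659 and 219 after quantile normalization, 208 and 39 with normexp background correction and 410 and 97 with the floor. Normexp background correction moved the median log2 fold change of all genes to -0.15 at 24 h, -0.25 at 96 h and -0.11 on average, and the percentile over detected probes moved that of UT cells at 96 h against 8 h to -0.11. No other scaling moved a median of all genes beyond 0.1.

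With the slide as a block 0, 2 and 125 genes were called at 8, 24 and 48 h, of which 0, 1 and 50 were among the DRGs, beside 1769, 2248 and 2462 at an unadjusted p without the block. A random slide block gave 84 at 8 h. The slide block was not run at 96 h or for the average effect, because no slide held both groups of 96 h arrays apart from the treatment.

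The groups share replicate numbers, but arrays with the same number did not deviate together. Across all probes the correlation of their deviations lay between -0.12 and 0.095, and across detected probes between -0.344 and 0.142. At 48 h titles and descriptions number the arrays differently. With the replicate block limma called 0, 7, 355 and 5695 genes, of which 0, 7, 312 and 2920 were among the DRGs, and 34 of the 133 named pairs. On average it called 1057.

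Leaving out each array in turn gave 13 to 83 genes at 8 h (lowest without UT 8 h replicate 2, highest without vit C 8 h replicate 3) and 91 to 361 at 24 h (lowest without vit C 24 h replicate 2). It gave 283 to 539 at 48 h (lowest without UT 48 h replicate 2) and 468 to 5948 at 96 h (lowest without vit C 96 h replicate 1, highest without UT 96 h replicate 3). The average effect gave 813 to 1183 genes, UT cells at 96 h against 8 h 3290 to 4990, and the differences between time points, chosen after, 114 to 1437 probes. These fits have fewer arrays.

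Of the gene lists, zinc finger genes at 8 h had a camera p of 0.0188 before adjustment, against 0.357 with fry, 0.199 with an estimated correlation and 0.793 with the slide as a block, and between 0.00801 and 0.0637 with single arrays left out (highest without vit C 8 h replicate 2). With fry, p was 0.000483 for HIF targets (camera 0.288) and 0.00223 for oxidative stress genes (camera 0.366). With single arrays left out it lay between 8.53e-17 and 2.85e-12 for DNA replication, 5.83e-06 and 0.00222 for mitosis at 24 h, 1.56e-05 and 0.000901 for MHC class II and CD1, 0.0911 and 0.74 for chemokines, 0.335 and 0.975 for GLUT and SVCT at 8 h, 0.429 and 0.998 at 96 h, 0.154 and 0.367 for HIF targets, 0.273 and 0.51 for oxidative stress, and 0.709 and 0.968 for cholesterol synthesis. No other alternative tried moved a list across 0.05 before adjustment.

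Counts within 1.5 times of those given came from gene means of probes (112 to 2506), opposing probes kept (119 to 3687), the series matrix values (140, 434, 922 and 3337) and, chosen after, the median of the UT arrays (140, 436, 934 and 3634). The median correlation within groups was 0.9857, and 0.9908 over detected probes only. For 190 single-gene results 0 reversed a call under any alternative, where a call counts only if the gene's own probe was called, a condition added after the values were seen. The call was lost or gained in 57 and 0 with the methods' t-test, 54 and 2 with a fit per time point, 21 and 4 with normexp background correction, 8 and 9 after quantile normalization, 6 and 4 with the percentile over detected probes, 3 and 4 with the trend, 1 and 26 with array weights, 3 and 0 with the random slide block, and 28 and 0 of 145 with the slide block. Of 888 results with single arrays left out, 108 lost a call and 11 gained one. The value of a brightest probe that was not itself called changed sign for many genes, among them KCNK3 at 48 h (0.57 with the slide block), IGF2 at 48 h (-0.10 without UT 48 h replicate 1) and OPRK1 at 96 h (0.05 without vit C 96 h replicate 1).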

Differences from the paper's values

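Each value is given beside the paper's, with the alternatives set before the data were examined under which it does not differ from the paper's. Both are on the log2 scale for fold changes. Fold changes differed where the signs differed or the gap was larger than the larger replicate SD of the 2 groups, so that a gene with scattered replicates differs only by a wide gap. Values of the paper that come from figures were read by eye. The ways of counting that are said to be chosen after were tried once the values had been seen.

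At 8 h the paper's number of DRGs was 872, against 140 here. Of the alternatives set before the data were examined only array weights came within 1.5 times, with 1068. Chosen after the values were seen, the methods' t-test at an unadjusted p (1295), the same test adjusted past the fold change (814) and Welch's test at an unadjusted p (885) also did. The paper's number of DRGs higher with vit C at 8 h was about 580 in Fig. 3, read by eye, against 85 here. Array weights gave 685. Chosen after the values were seen, the methods' t-test gave 804 at an unadjusted p and 558 adjusted past the fold change, Welch's test 525 and the 1-sample test past the fold change 861.

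At 48 h the paper's number of DRGs was about 460 in Fig. 3, read by eye, against 934 here. Normexp background correction (468) and the replicate block (355) came within 1.5 times, and of the fits with an array left out those without UT 48 h replicate 1 (364), without vit C 48 h replicate 1 (539) and without vit C 48 h replicate 2 (341). The paper's number of DRGs higher with vit C was about 260 in Fig. 3, read by eye, against 543 here, 306 with normexp background correction, 209 with the replicate block and 335 without vit C 48 h replicate 1. No other alternative came within 1.5 times of either.

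At 96 h the paper's number of DRGs was 63, against 3329 here, and its number of genes higher about 30 in Fig. 3, read by eye, against 726. No setting that was run came within 1.5 times of either. The paper states that the number of DRGs fell over time, and here it rose at each step from 8 to 96 h. Of 15 settings with a count at every time point that were set before the data were examined, 0 fell at every step and 9 rose at every step. The methods' t-test and the fit per time point had more genes at 8 h than at 96 h. Of 8 ways of counting chosen after the values were seen, 1 fell at every step, the methods' t-test adjusted past the fold change (814, 353, 165 and 27). It was picked out of this search, as were the 3 of the 8 with more genes at 8 h than at 96 h, which are this one, Welch's test and the 1-sample test, each adjusted past the fold change.

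Of 44 fold changes read from Fig. 5a, 5 differed. The paper's VNN1 was about 0 at 24 h and about 1.9 at 48 h in Fig. 5a, read by eye, against 0.95 and 0.30 here, and 0 alternatives reached either. The paper's ADAMTS2 at 48 h was about 1.0 in Fig. 5a, read by eye, against 0.39, and 0.94 with the slide as a block. The paper's MYH11 at 8 h was about -1.8 in Fig. 5a, read by eye, against -0.66, and -1.12 with the replicate block or without vit C 8 h replicate 3. At 24 h it was about 1.1, against 0.65, and 0.97 with the slide as a block. All other alternatives differed for these 3 values.

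Of 44 fold changes read from Fig. 6, 3 differed. The paper's AMIGO1 at 96 h was about -2.2 in Fig. 6, read by eye, against -0.61, and its NEDD9 at 96 h about -2.0, against -0.56. No alternative reached these 2. The paper's NEDD9 at 8 h was about 0.0 in Fig. 6, read by eye, against -0.77. It did not differ with normexp background correction (-0.40), the slide as a block (-0.21), the replicate block or without vit C 8 h replicate 3 (-0.39 in both) and array weights (-0.60), and differed with the others. Of 8 values read from Fig. 7a, 0 differed.

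Of 36 values in Table S1, 2 differed. The paper's PCSK6 at 24 h was -2.0 in Table S1, against -0.77, and 0 alternatives reached it. The paper's GSC at 8 h was 0.0 in Table S1, against -0.59, and -0.03 with normexp background correction, the only alternative that reached it. IGF2 at 8 h was 0.0 in the paper's Table S1, against 1.69, and does not count as different because its replicate SD was 3.51. The same holds for HNF4A at 8 h, near background in both groups, with a replicate SD of 1.14. Over the values of Fig. 5a, Fig. 6, Fig. 7a and Table S1, 0 signs opposed the paper's. A paper value of 0.0, as for GSC, IGF2 and HNF4A at 8 h, has no sign to oppose.

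The text of the paper names 110 pairs of a gene and a time point as changed, of which 51 were called here and 59 were not. Of the 59, 14 were not called under any setting that was run: GPR18 and ZP4 at 8 h, CCL5, CNTN1, DKK1, IGF2 and NEDD9 at 24 h, AMELX, CNTN1, DKK1, NEDD9, NTM and PCSK6 at 48 h, and PTGES at 96 h. Under an alternative set before the data were examined, with all arrays, 27 of the 59 were called. Array weights called 23: FFAR3, POU3F3 and RNF43 at 8 h, ADAMTS2, AMIGO1, COL8A1, GABBR2, LIPG, MMP2, MYH11, NEUROG1, PIK3CD, PPARA, PTGES, RNF43, S100A9, TLR3 and VNN1 at 48 h, and AMELX, AMIGO1, COL16A1, MFAP5 and VNN1 at 96 h. A floor of 20 called 9: FFAR3 at 8 h, CENPK, MCM10 and MLF1IP at 24 h, LIPG, MYH11, PPARA and PTGES at 48 h, and COL16A1 at 96 h. Quantile normalization called 7: CENPK, MCM10 and MLF1IP at 24 h and AMIGO1, GABBR2, RNF43 and TLR3 at 48 h. The trend in eBayes and the percentile over detected probes each called CENPK, MCM10 and MLF1IP at 24 h. The replicate block called S100A9 at 48 h and AMIGO1, DKK1 and VNN1 at 96 h, normexp background correction MLF1IP at 24 h and MYH11 at 48 h, and the fit per time point POU3F3 at 8 h.

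With an array left out, NTM at 24 h was called without UT 24 h replicate 1, ENAH at 24 h without UT 24 h replicate 3, IGF2 at 48 h without UT 48 h replicate 1, COL16A1 and NEUROG1 at 96 h without UT 96 h replicate 2, and AMELX, AMIGO1, DKK1 and VNN1 at 96 h without UT 96 h replicate 3. Of the ways of counting chosen after the values were seen, the fold change alone called 43 of the 59, the methods' t-test 24 at an unadjusted p and 7 adjusted past the fold change, Welch's test 11 at an unadjusted p, and the 1-sample test 20 at an unadjusted p and 4 adjusted past the fold change. Called only under such a way of counting or with an array left out were AMELX and ENAH at 8 h, AMELX, AMIGO1, ENAH, LRRCC1, NTM, RNF43 and ZP4 at 24 h, COLEC12, CREB1, IGF2, SOAT2, VIPR2 and ZP4 at 48 h, and IGF2, NEUROG1 and NTM at 96 h. Some genes passed the fold change alone by a probe other than the brightest. They were ENAH at 8 h, ENAH, LRRCC1 and MCM10 at 24 h, and AMIGO1, IGF2 and VNN1 at 96 h. At 48 h they were ADAMTS2, CREB1, PIK3CD, PPARA, VIPR2 and VNN1.

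The paper states that GLUT and SVCT genes were lower at 8 and 96 h. Of 12 genes 9 were lower at 8 h, with a median log2 fold change of -0.15, and 6 at 96 h, with a median of 0.03. The paper's text states that the genes of Fig. 7a passed its thresholds at 8 h, which the legend states of those with an asterisk, and 4 of 28 were called here. The paper places chemokine genes among those up-regulated at 96 h. Over the whole list 16 of 32 were higher, with 7 called higher and 5 called lower. The paper states that IL6 was lower and gives no time point. IL6 was at least 1.03-fold lower at 8 h, where it did not change with signals floored at 20, and its log2 fold change was 0.54 at 24 h, 0.19 at 48 h and -0.75 at 96 h, not called at any. At 8 h IL6 was called with array weights and, in ways of counting chosen after the values were seen, by the fold change alone and by Welch's test at an unadjusted p. The paper states that the HIF targets of the list it cites did not change. On another list, ADM (-1.50) and ANGPTL4 (-1.23, and -0.70 under another scaling) were called lower on average here. The paper itself draws both among the down-regulated genes of Fig. 6a, so these falls do not oppose its data. The paper places PPARA with PPARG as up-regulated at 48 h, and the brightest probe of PPARA changed by 0.61, not called. The paper states that CREB1 was up-regulated at 48 h, and its brightest probe changed by 0.17, not called. Another probe of each passed the fold change at 48 h and was not called, so the choice of probe may account for these 2.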

Other observations

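The share of 96 h DRGs near background, both tests on UT 96 h replicate 3, the comparison with pairs of arrays on a slide, and the test of mitosis genes at 48 h with its slide test were chosen only after the results were seen.

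At 8 and 24 h all vit C-treated arrays lay on a slide other than that of the UT arrays, and UT 96 h arrays lay on both slides. Across 25582 detected probes, the difference between the UT 96 h arrays of the 2 slides had Pearson's r of 0.388 with the vit C difference at 8 h and 0.387 at 24 h. With UT 96 h replicate 2 alone r was 0.625 and 0.305, and with replicate 3 alone 0.099 and 0.287. Differences between pairs of arrays of the same group on 1 slide, which hold no slide or vit C effect, reached 0.362 at 8 h (median 0.111) and 0.154 at 24 h (median 0.081) in size. With the slide as a term the DRGs at 8 h went from 140 to 0 and those at 24 h from 435 to 2, beside 1769 and 2248 at an unadjusted p without it. The slide term is estimated from the UT 96 h arrays alone, among them replicate 3, which lay nearest to a vit C 96 h array. It widens the errors at 8 and 24 h, so calls are lost even where the slide has no effect. The correlation lay above all within-slide pairs at 24 h and only just so at 8 h. The slide may account for part of the differences, less clearly at 8 h. An effect of vit C stays open beside it, since only UT 96 h arrays link the slides.

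Signals near background were weighed as a source of the DRGs. At 8 h 19.3% of the DRGs had no probe well above background on every array of either group, which argues against them as the main source. At 96 h it was 66.5%, and 961 genes were called with dim probes left out, 579 higher and 382 lower, so they may account for much of the count and of the excess of lower genes. For the other DRGs at 96 h the slide, the scan day and the treatment cannot be told apart.

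UT 96 h replicate 3 correlated with the vit C 96 h arrays at 0.9721 and 0.9736, with UT 96 h replicate 1 at 0.968 and with replicate 2 at 0.9621. Against the slide as the cause, its lowest correlation with a vit C 96 h array was 0.01 above its highest with an array of its own slide. Over bright probes called without it, it lay at 0.687 of the way from the other UT 96 h arrays to the vit C 96 h arrays, where other arrays left out of groups of 3 lay between -0.022 and 0.209. A wrong label, vit C-treated RNA in the sample and a culture that differed by itself cannot be told apart, since a value between the groups fits each of them and no other array measures that culture. Array weights gave it 0.139, the lowest of the 19. Without it 5948 genes were called at 96 h, of which 3007 were among the 3329.

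For the effect averaged over the time points chance can be excluded. Of 100 splits of the arrays within time points, drawn from 6000, 1 gave as many DRGs as the real one, the real one itself. The other splits called a median of 0 and at most 445 genes. Splits do not separate vit C from the slides, which follow the treatment in part.

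Lower HIF activity with vit C was put forward as a hypothesis and tested on HIF targets that the paper does not name. For the average effect 27 of 38 were lower (20 with the percentile over detected probes), with a median log2 fold change of -0.07 and a camera p of 0.418. Fry gave 0.0113. Lower and unchanged HIF activity cannot be told apart with this list, since its genes went both ways and the camera and fry tests part. ADM and ANGPTL4, which were called lower, are also responsive to other signals, which was not tested.

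An oxidative stress response to vit C was put forward in the same way. Camera gave a p of 0.366 and pointed down, with 23 of 35 genes lower and a median of -0.13, and fry gave 0.00223, also down. No rise of the list was seen, and SLC7A11 alone was called higher. Since its genes went both ways and the 2 tests part, a response of a few genes and no response cannot be told apart.

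Mitosis genes at 48 h, a time point at which this list was not planned to be tested, were higher in vit C-treated cells in 48 of 48 cases (47 with normexp background correction), with a median log2 fold change of 0.61. The camera p was 3.95e-16, fry gave 1.59e-05 and an estimated correlation 0.00142. With the slide as a term the camera p was 2.28e-13, the median 0.75 and 46 of 48 genes were higher. That fit alone excludes nothing, since 1 of the 2 vit C 48 h arrays was alone on its slide and the estimate rests on the other. The 8 h arrays lay on the same slides as that other array and the UT 48 h arrays. At 8 h the median of the list was -0.095, with 10 of 48 genes higher. This argues against a fixed difference between these slides as the cause. At 24 h, on the same slides, 37 were higher, with a median of 0.27. Without the lone array the 48 h median was 0.68. With the lone array only it was 0.51, and there the slide and the treatment cannot be told apart. With single arrays left out p lay between 6.78e-17 and 2.18e-11. The DNA replication list, higher at 24 h, had a median of -0.05 at 48 h. Where the slide is not the cause, a candidate explanation is earlier DNA replication in vit C-treated cells. They would have passed through it before 48 h and been in mitosis more often at 48 h. This explanation is a hypothesis found on the same arrays, and cell counts or cell cycle measurements were not used here.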
